# Three-dimensional microenvironment regulates gene expression, function, and tight junction dynamics of iPSC-derived blood–brain barrier microvessels

**DOI:** 10.1186/s12987-022-00377-1

**Published:** 2022-11-05

**Authors:** Raleigh M. Linville, Matthew B. Sklar, Gabrielle N. Grifno, Renée F. Nerenberg, Justin Zhou, Robert Ye, Jackson G. DeStefano, Zhaobin Guo, Ria Jha, John J. Jamieson, Nan Zhao, Peter C. Searson

**Keywords:** Blood–brain barrier, Induced pluripotent stem cells, Brain microvascular endothelial cells, Three-dimensional models, Gene expression

## Abstract

The blood–brain barrier (BBB) plays a pivotal role in brain health and disease. In the BBB, brain microvascular endothelial cells (BMECs) are connected by tight junctions which regulate paracellular transport, and express specialized transporter systems which regulate transcellular transport. However, existing in vitro models of the BBB display variable accuracy across a wide range of characteristics including gene/protein expression and barrier function. Here, we use an isogenic family of fluorescently-labeled iPSC-derived BMEC-like cells (iBMECs) and brain pericyte-like cells (iPCs) within two-dimensional confluent monolayers (2D) and three-dimensional (3D) tissue-engineered microvessels to explore how 3D microenvironment regulates gene expression and function of the in vitro BBB. We show that 3D microenvironment (shear stress, cell-ECM interactions, and cylindrical geometry) increases BBB phenotype and endothelial identity, and alters angiogenic and cytokine responses in synergy with pericyte co-culture. Tissue-engineered microvessels incorporating junction-labeled iBMECs enable study of the real-time dynamics of tight junctions during homeostasis and in response to physical and chemical perturbations.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12987-022-00377-1.

## Introduction

Brain microvascular endothelial cells (BMECs), along with zonation-specific supporting cells, constitute the blood–brain barrier (BBB) and regulate transport into and out of the brain. The highly specialized BMECs regulate transport via expression of: (1) tight junctions (TJs) which block paracellular transport (e.g., claudin-5), (2) efflux pumps which limit passive transcellular transport (e.g., P-gp), (3) transporter systems which regulate transcellular nutrient transport (e.g., GLUT-1), and (4) specialized fatty acid transporters which restrict vesicular transcytosis (e.g., Mfsd2a) [1]. Strategies to bypass the BBB for drug delivery include transient tight junction disruption by hyperosmotic agents or focused ultrasound, efflux pump inhibition to increase substrate permeability, and trojan-horse approaches that hijack receptor-mediated transporter systems [2]. While transient loss of barrier function may facilitate treatment of diseased neurons or cancerous cells, permanent changes in barrier function can occur during neurological disease resulting in positive feedback to disease progression [3].

While animal models are indispensable for studies of the BBB, there are considerable species-to-species variations and technical limitations [4, 5], which can be at least partially addressed using in vitro BBB models. However, the lack of appropriate cell sources remains a major obstacle to their development [6–8]. Primary and immortalized BMECs have established endothelial origin, but physiological barrier function is rarely achieved [1, 9]. Similarly, transendothelial electrical resistance (TEER), a measure of barrier integrity, is expected to be 1500–8000 Ω cm^2^ in vivo [10, 11], but is usually less than 200 Ω cm^2^ for primary and immortalized BMECs [12–15]. Primary and immortalized cell sources have other disadvantages including batch-to-batch variability [12], loss of phenotype during in vitro culture [16], and complicated isolation procedures which limit scalability [4]. To address these limitations, a diverse array of differentiation schemes have emerged to generate BMEC-like cells from induced pluripotent stem cells (iBMECs) (summarized in [17]). These protocols rely on endothelial/mesodermal specification followed by brain endothelial specification, achieved via a combination of Wnt/β-catenin, VEGF, and retinoic acid-induced signaling [18–22]. While recent evidence suggests that iBMECs possess a component of epithelial identity [23], these cells remain a critical source for BBB modeling as they exhibit functional barrier characteristics including high TEER, low permeability, efflux activity, and nutrient transport, while enabling highly scalable and patient-specific experimentation [1, 17]. Recent approaches to drive brain endothelial identity by transcription factor (TF) reprogramming of iPSC-derived cells [23, 24] or by chemical exposure to Wnt agonists/ligands or TGF-beta inhibitors [25, 26] hold promise, but have been unable to achieve physiological barrier function with TEER values typically < 200 Ω cm^2^.

In vitro BBB models have largely relied on two-dimensional (2D) confluent monolayers which lack many microenvironmental cues present within the cerebrovasculature. While the roles of shear stress [27–29] and co-cultured cells [30–32] have been explored in microfluidic chip-based BBB models, the interplay of other microenvironmental cues present in vivo (cell-ECM interactions, transmural pressure, and cylindrical geometry) is not well established. Here, we differentiated iBMECs from an isogenic family of fluorescently-labeled iPSCs to enable visualization of tight junctions, cytoskeleton, or cell membranes using live-cell imaging in a three-dimensional (3D) tissue-engineered BBB model. The two major objectives were: (1) to characterize how 3D microenvironment augments iBMEC phenotype, and (2) to use this platform to visualize the dynamics of tight junctions during homeostasis and injury. We find that the 3D microenvironment improves the stability and strength of paracellular barrier, increases expression of endothelial transcripts, and improves correlation to human BMEC and endothelial cell transcriptomes. We address conflicting reports of angiogenic and cytokine responses in iBMECs (in synergy with pericyte co-culture), and show that the 3D microenvironment imparts unique functional responses. To highlight the applications of iBMEC models, we mapped the dynamics of tight junctions during homeostasis, physical injury, and chemical injury. The responses of iBMEC monolayers were found to be unique in 3D microenvironment and across different perturbations (ablation, oxidative stress, and peptide exposure).

## Results

### Differentiation and characterization of fluorescently-labeled isogenic iBMECs

To enable live-cell imaging studies of the BBB during homeostasis and in response to physical, chemical, and cellular perturbations, we developed an isogenic family of BMEC-like cells from CRISPR-edited source iPSCs (iBMECs). We reproduced iBMEC differentiation protocols [19, 22] across three isogenic cell lines with fluorescently-labeled ZO1 (iBMEC-TJs), plasma membrane (iBMEC-PMs), and β-actin (iBMEC-ACTBs) (Fig. 1A). Following differentiation, iBMECs were sub-cultured on collagen IV and fibronectin-coated plates where we observed cobblestone morphology and the formation of confluent monolayers enabling real-time imaging of tight junctions, plasma membrane, and actin cytoskeleton (Additional file 1: Fig. S1A). iBMECs were incorporated within 2D and 3D models to compare barrier properties, gene expression, and functional responses (Figs. 1, 2, 3), and to visualize the dynamics of tight junctions during homeostasis and injury (Figs. 4, 5, 6). To provide an overview of barrier function we selected representative substrates for active transport (glucose/GLUT1), efflux pumps (rhodamine 123/P-gp), and paracellular transport (Lucifer yellow and dextran) (Additional file 1: Figs. S1–S3).

**Fig. 1:**
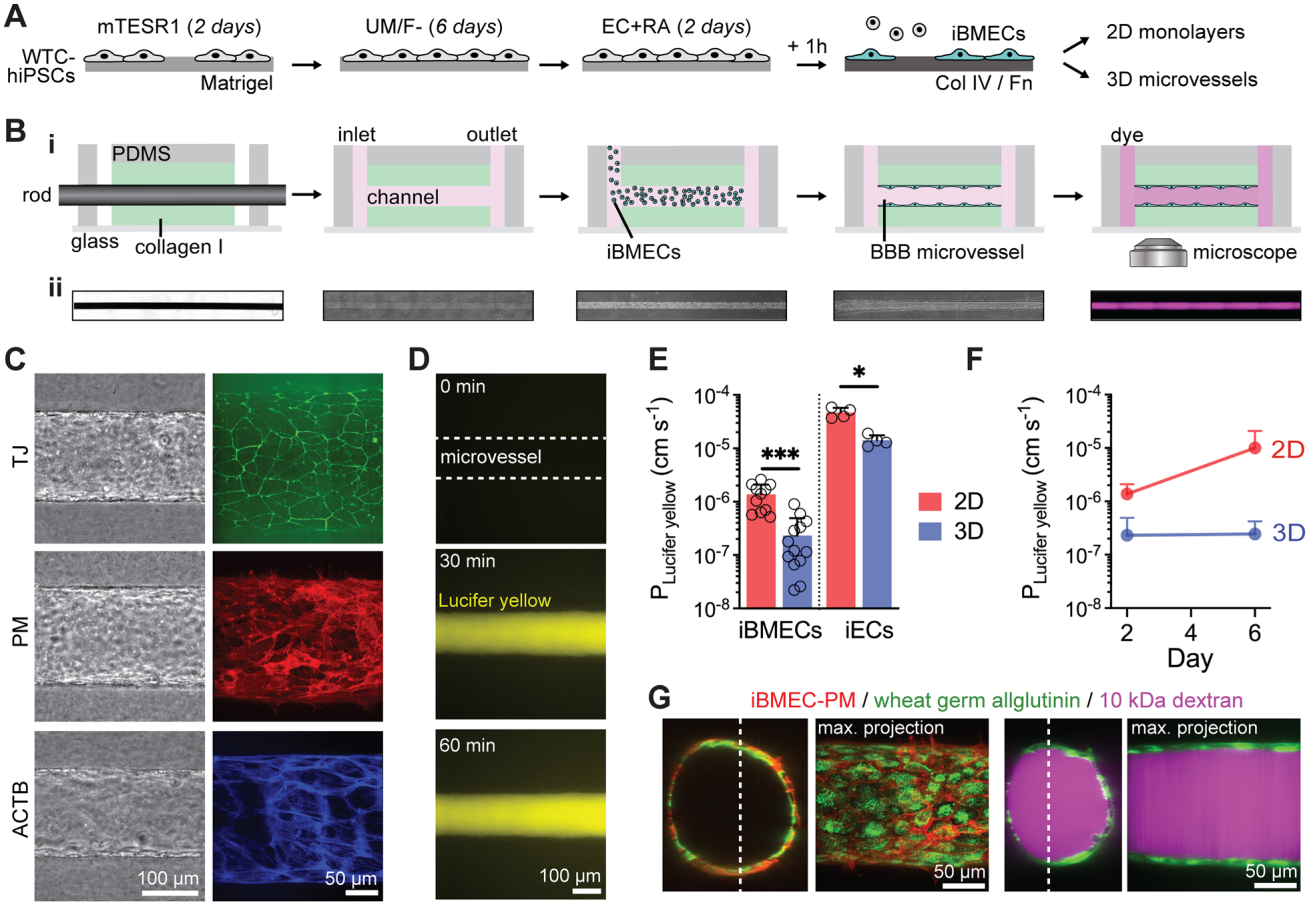
Three-dimensional BBB model incorporating iBMECs displays stable and low paracellular permeability. **A** Schematic illustration of the differentiation protocol. WTC hiPSCs were sequentially treated with mTESR1 media (2 days), unconditioned media without bFGF (UM/F−; 6 days) and retinoic acid-supplemented endothelial media (EC + RA; 2 days). iBMECs were purified by a one-hour sub-culture on collagen IV and fibronectin-coated plates, and then used within 2D or 3D models. **B** Fabrication and imaging of iBMEC microvessels. 150 μm diameter channels patterned in collagen I were seeded with iBMECs to form a confluent endothelium. Insets below show phase contrast and fluorescence images along the experimental timeline. **C** Representative images show organization of iBMEC microvessels with localized tight junctions (TJ), plasma membrane (PM), and actin cytoskeleton (ACTB) expression under confocal imaging (max. intensity projection shown). **D** Representative images following perfusion with Lucifer yellow. **E** Permeability of Lucifer yellow on day 2 across microvessel conditions: iBMEC microvessels (*n* = 14), iBMEC Transwells (*n* = 11), isogenic iEC microvessels (*n* = 4 microvessels), and iEC Transwells (*n* = 4). **F** Time course of Lucifer yellow permeability over one week for iBMEC microvessels (*n* = 14 and 4, respectively) and iBMEC Transwells (*n* = 11). **G** Confocal images of iBMEC-PM microvessels highlighting the glycocalyx and showing solute perfusion in the lumen. (Left) Wheat germ allglutinin staining of iBMEC glycocalyx. (Right) 10 kDa dextran did not accumulate within glycocalyx or iBMECs (60 min after exposure). Data are presented as mean ± SD. Significance calculated using a Mann–Whitney test. * < *p* 0.05, ***p < 0.001. See also Additional file 1: Figs. S1–S3); permeability experiments were conducted across TJ, PM, and ACTB-labeled source cells

### Barrier function in 2D Transwells

Motivated by a desire to minimize reagent use while maintaining cellular fidelity, we differentiated iBMECs in parallel using 1 mL or 2 mL of medium to determine impact of media volume on cell phenotype (Fig. S1B). 

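Gene expression of iBMECs differentiated in the 2 volumes was measured by bulk RNA sequencing of 2D monolayers derived from WTC, an established human iPSC line, with 3 libraries from cells given 1 mL and 3 from cells given 2 mL of medium. The authors captured mRNA with oligo(dT) 2 days after subculture, sequenced it as paired-end reads on an Illumina NovaSeq, aligned and counted the reads per gene on GRCh38 with Rsubread and tested genes with DESeq2 v1.28.1. In the authors' table of raw counts, the libraries grown in 1 mL held 36.9 to 50.9 M counts (median 37.6) and those grown in 2 mL held 42.0 to 59.2 M counts (median 42.6). The paper states a depth of approximately 20 M paired reads per library (M for mega), while the median over all 24 libraries was 39.5 M counts. Among counts from 1 to 8, 66.7 to 74.2% were even numbers, depending on the library, as happens where each of the mates of a pair adds a count. All values given here use the counts as deposited, and halving them was run as an alternative. Genes with low counts were removed with edgeR's filterByExpr, which left 16618 genes, and the counts were scaled by TMM to a common library total (CPM). Genes were then tested with edgeR's robust quasi-likelihood fit at a Benjamini-Hochberg adjusted p under 0.05, with log2 fold changes given for 1 mL relative to 2 mL. Lists of genes, 31 in all, were tested as groups with camera from limma, at its preset correlation between genes of 0.01 and again with a correlation estimated from the libraries. The lists were fixed before the deposited counts were examined but after the paper's called genes had been seen. The filter, the scaling, the tool and whether libraries are paired are the choices that could change these numbers, and DESeq2 v1.42.0 was run beside edgeR. The paper states that replicates cover at least 2 iBMEC differentiations and that the WTC microvessel experiment drew on separate WTC iPSC sources, without assigning these to libraries, so p-values measure the spread between libraries.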

With reduced media volume during differentiation, iBMECs displayed improved phenotype as measured by transendothelial electrical resistance (TEER), permeability measurements, protein expression, and gene expression (see Additional file 1: Note S1 and Fig. S1). Mean TEER values for all cell lines and differentiations were within the range of in vivo measurements in animal models and theoretical calculations (1500–8000 Ω cm^2^) [1]. Regardless of media volume, TEER values decreased over six days, matching previous observations [19, 21, 22] and suggesting limited phenotypic stability on Transwells.

Reduced media volume lowered Lucifer yellow (444 Da) permeability measured two days after culturing iBMECs onto Transwells (*p* = 0.043) (Additional file 1: Fig. S1F), while not substantially altering the permeability of 10 kDa dextran (*p* = 0.288) (Additional file 1: Fig. S1G). Comparison of the two media volumes revealed no difference in the ratio of apical-to-basolateral permeability for glucose transport (*p* = 0.353) and no difference in basolateral-to-apical permeability for rhodamine 123 (*p* = 0.054), indicating no difference in GLUT1 and P-gp efflux activity (Additional file 1: Fig. S1H). Gene and protein expression of endothelial and BMEC markers were similar regardless of media volume (Additional file 1: Fig. S1I–J). Together these results show that reduced media volume can be used to differentiate iBMECs that display functional hallmarks of human BMECs. 

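In the RNA sequencing libraries, transcripts of the BMEC markers were present at close levels in the 2 volumes. SLC2A1, which encodes the glucose transporter GLUT1 and lies on chromosome 1 of GRCh38 from 42925353 to 42958868 (gene ID 6513), had 1274 ± 179.5 CPM in 1 mL and 1105 ± 401 CPM in 2 mL (SD, n = 3 per volume). For SLC2A1 the log2 fold change was 0.21 with a standard error of 0.28. ABCB1, which encodes the efflux pump P-glycoprotein and lies on chromosome 7 from 87503017 to 87713295 (gene ID 5243), had 1.26 ± 0.487 and 1.79 ± 0.808 CPM, a log2 fold change of −0.51 ± 0.50. The junction genes OCLN and TJP1 had log2 fold changes of −0.02 ± 0.22 and −0.12 ± 0.23, and the endothelial genes CDH5 and VWF of −0.27 ± 0.87 and 0.28 ± 0.56. Adjusted p-values of these 6 genes from edgeR ran from 0.879 to 0.981. CLDN5 and PECAM1 were too low to be tested, with no count above 12 and 5 in any of the 6 libraries. None of the 39 measured members of the list of endothelial genes was called by edgeR. Their mean log2 fold change was −0.03 (adjusted p = 0.867 from camera), and that of 48 epithelial genes was 0.05 (adjusted p = 0.192 from camera). Genes of tight junctions (−0.07, adjusted p = 0.746 from camera) and of blood-brain barrier transport (−0.16, adjusted p = 0.316 from camera) had similarly small mean log2 fold changes. Over all genes tested, edgeR called 0 genes higher and 1 lower in 1 mL, with 472 at an unadjusted p under 0.05, while DESeq2 called 4 higher and 23 lower. The called gene was GASK1B, with 5.85 ± 0.424 CPM in 1 mL and 33.8 ± 6.06 CPM in 2 mL (SD, n = 3 per volume). Its call was lost without replicate 1 or 2 of 1 mL (adjusted p = 0.278 and 0.639 from edgeR) or any replicate of 2 mL (adjusted p = 0.188, 0.387 and 0.109). The epithelial list passed the test without replicate 3 of 2 mL (mean 0.21, adjusted p = 0.00947 from camera), and the transport list without replicate 1 of 2 mL (mean −0.28, adjusted p = 0.0460). The fits above do not pair libraries, although the paper states that the 2 volumes were differentiated in parallel. Deviations from the group mean correlated best across genes with the library of the same number in the other volume (0.360, 0.0533 and 0.462). With samples of the same number taken as pairs, edgeR called more genes in both directions. In simulated libraries of this size and spread, the test without pairs found 6 of 100 genes changed 2-fold and 64 of 100 changed 4-fold. Smaller differences were therefore mostly not detectable with it. From these markers and the corresponding proteins, the paper states that expression was similar regardless of volume (Fig. S1I–J).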

We also showed that media volume effects are maintained following cryopreservation, using an independent serum lot, and using an independent iPSC source, and explored the relationship between TEER and permeability across our datasets (see Additional file 1: Note S2 and Fig. S2). Additionally, the mechanistic underpinnings of the reduced media volume effect remain to be fully elucidated, but are likely related to soluble factors secreted during the initial UM/F- phase of differentiation (see Additional file 1: Note S3 and Fig. S3).

### Barrier function in 3D iBMEC microvessels

Tissue-engineered microvessels were generated by seeding iBMECs into 150 μm diameter channels patterned in collagen I (Fig. 1B-i). iBMECs formed confluent ~ 1 cm-long microvessels free from defects as evidenced by a lack of 10 kDa dextran leakage (Fig. 1B-ii). The library of fluorescently-labeled isogenic iPSCs enabled real-time imaging of tight junctions, plasma membrane, and actin cytoskeleton via epifluorescence or confocal microscopy (Fig. 1C). iBMEC microvessels maintained low Lucifer yellow (444 Da) permeability (~ 2.3 × 10^–7^ cm s^−1^) independent of iPSC source, with no visible sites of paracellular leakage indicating formation of a confluent monolayer connected by tight junctions (Fig. 1D). Compared to induced isogenic endothelial cell (iEC) microvessels, iBMEC microvessels displayed ~ 60-fold lower permeability demonstrating acquisition of brain-like paracellular barrier (Fig. 1E). For both iBMECs and iECs, 3D culture was associated with reduced paracellular permeability (*p* < 0.001 and *p* = 0.029 respectively) (Fig. 1E). The permeability of Lucifer yellow across 2D iBMEC monolayers was significantly higher than in 3D microvessels on day 2, and increased ~ sixfold at day 6 (*p* = 0.003) (Fig. 1F, Additional file 1: Fig. S2C), matching observations of declining TEER values (Additional file 1: Fig. S1A, S2A). In contrast, 3D iBMEC microvessels maintained stable paracellular barrier function in the absence of co-cultured cells over at least 6 days (*p* > 0.721) (Fig. 1F). The lower permeability in 3D may be due to a number of factors, including shear stress, substrate stiffness, curvature, or the perimeter effect (see Additional file 1: Note S4) [33]. The incorporation of iBMEC-PMs into iBMEC microvessels enabled identification of the luminally localized glycocalyx and exclusion of 10 kDa dextran from the endothelium (Fig. 1G). These results suggest that the 3D microenvironment promotes physiological and stable paracellular barrier function.

### Microenvironmental regulation of gene expression

The effects of the 3D microenvironment on iBMEC gene expression were evaluated by comparison of bulk RNA sequencing of iBMECs in 3D microvessels and 2D monolayers, and distinguished from the effects of shear stress alone by comparison to previously published RNA transcriptomes in a 2D microfluidic chip model [28] (Fig. 2A). 

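The 3D microenvironment was compared with 2D monolayers in iBMECs from 2 established human iPSC lines, WTC and BC1, by the same sequencing as the monolayers grown in 1 or 2 mL of medium. For WTC there were 3 libraries from monolayers grown in 1 mL and 3 from microvessels, and for BC1 there were 2 of each. Microvessels were iBMECs lining channels 150 µm in diameter in collagen I under continuous flow. Counts per library in the authors' table ran to 44.9 to 49.0 M counts (median 45.0) in WTC microvessels, 34.1 to 37.7 M counts (median 35.9) in BC1 monolayers and 31.3 to 39.3 M counts (median 35.3) in BC1 microvessels. The labels of the BC1 libraries give 2 mL of medium and RNA taken on day 3, whereas the paper's methods give 1 mL for the microvessels and day 2. The share of counts from mitochondrially encoded genes was 2.06 ± 0.619% in BC1 monolayers and 5.78 ± 0.948% in BC1 microvessels (SD, n = 2), and 2.96 ± 0.859% and 3.00 ± 0.488% in the WTC groups (SD, n = 3). The 10 libraries were fitted together in edgeR with a term for the cell line and a term for 3D against 2D, which kept 17944 genes and left 7 residual degrees of freedom. Log2 fold changes are therefore for 3D relative to 2D within a line, averaged over the lines, and a second fit tested whether the effect differed between WTC and BC1. Whether the cell line enters the model, which line is used and which WTC monolayers serve as the reference are the choices that could change the numbers most, besides the filter, the scaling and the tool. The paper's text does not name the terms of its DESeq2 model. The published chip libraries to which the paper compares these data were not analysed here.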

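In microvessels, 280 genes rose and 73 fell relative to monolayers at an adjusted p under 0.05 from edgeR, among 17944 genes tested in 5 microvessel and 5 monolayer libraries. The gene with the smallest p was LAMC2, a laminin chain of the basement membrane on chromosome 1 of GRCh38 from 183186264 to 183258968 (gene ID 3918), with a log2 fold change of 1.64 (standard error 0.16, adjusted p = 0.00187 from edgeR). MMP9, which encodes a secreted gelatinase and lies on chromosome 20 from 46008908 to 46016561 (gene ID 4318), went from 8.18 ± 2.16 to 109 ± 56.5 CPM in WTC (SD, n = 3) and from 73.6 ± 27.1 to 411 ± 176 CPM in BC1 (SD, n = 2). This is a log2 fold change of 3.23 (standard error 0.36, adjusted p = 0.00198 from edgeR). WTC monolayers grown in 2 mL had 38.3 ± 24.8 CPM of MMP9 (SD, n = 3). CAV2, which encodes the membrane protein caveolin-2, rose by 1.94 on the log2 scale (standard error 0.22, adjusted p = 0.00192 from edgeR). Among the genes that fell, GAS1, a membrane protein of hedgehog signalling on chromosome 9 from 86944362 to 86947506 (gene ID 2619), went from 171 ± 65.1 to 61.4 ± 9.29 CPM in WTC and from 81.8 ± 7.02 to 24.6 ± 10.2 CPM in BC1. For GAS1 the log2 fold change was −1.58 ± 0.23. NRARP, a feedback regulator of NOTCH signalling, and PRRT2, a synaptic membrane protein, had log2 fold changes of −1.46 ± 0.22 and −1.56 ± 0.25. Each of these 6 genes was called in each of the 10 fits that left out 1 library. Of all 353 genes called, 161 were also called in the same direction with the WTC monolayers grown in 2 mL as reference, and 353 with DESeq2. The fit of WTC alone held 6 libraries, with a common coefficient of variation between libraries of 0.324 from edgeR. That of BC1 alone held 4, with 0.183. The counts of 280 higher and 73 lower became 639 and 311 with DESeq2, 1 and 1 without a term for the line, 284 and 244 with the WTC monolayers grown in 2 mL as reference, 11 and 1 in WTC alone, 1689 and 1112 in BC1 alone, and 857 and 336 with all 24 libraries in the fit. At least 1 of them moved by over 1.5-fold without WTC monolayer replicate 1 (435 and 169), 2 (117 and 31) or 3 (468 and 244), WTC microvessel replicate 1 (105 and 20), 2 (185 and 20) or 3 (253 and 27), BC1 monolayer replicate 1 (82 and 11) or 2 (123 and 27), and BC1 microvessel replicate 1 (202 and 45) or 2 (130 and 25).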

Bulk RNA sequencing of iBMECs across two independent iPSC sources in 3D microvessels revealed 497 upregulated genes and 228 downregulated genes compared to iBMECs in 2D static monolayers (ρ = 0.975) (Fig. 2B, Additional file 2). Upregulated transcripts included canonical endothelial genes (*TIE1*, *FLI1*, *ICAM1*, *SERPINE1*), transcription factors (*GLIS3*, *AFF3*), metallothioneins (*MT2A*, *MT1E*), mediators of the canonical Wnt/beta-catenin signaling pathway (*WNT7A*, *WNT2B*), cytokines and cytokine receptors (*CX3CL1*, *CXCL16*, *IL23A*, *IL32*, *IL6R*, *IL20RB*, *IL15RA*), monooxygenases involved in drug metabolisms (*CYP1A1*, *CYP1B1*), integrins (*ITGB6*, *ITGA2*, *ITGBL1*), and transforming growth factor-beta family members (*TGFA*, *TGFB1*, *TGFB2*); downregulated transcripts included retinoid X receptors (*RXRA*), retinoic acid receptors (*RARG*), and collagen family members (*COL2A1*, *COL26A1*), among others.

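Of the 29 genes named here, 16 passed the test in edgeR, 15 of them higher in microvessels and RXRA lower. TGFA, a ligand of the EGF receptor on chromosome 2 of GRCh38 from 70447284 to 70553826 (gene ID 7039), had a log2 fold change of 3.68 (standard error 0.49, adjusted p = 0.00388 from edgeR), going from 0.387 ± 0.381 to 5.67 ± 3.30 CPM in WTC (SD, n = 3) and from 3.28 ± 1.88 to 35.8 ± 3.29 CPM in BC1 (SD, n = 2). The cytokine gene IL32, on chromosome 16 from 3065403 to 3069530 (gene ID 9235), went from 3.87 ± 1.32 to 25.6 ± 9.47 CPM in WTC and from 4.78 ± 3.01 to 123 ± 60.0 CPM in BC1, a log2 fold change of 3.51 ± 0.47. WTC monolayers grown in 2 mL had 18.5 ± 16.2 CPM of IL32 (SD, n = 3). TGFB2, on chromosome 1 from 218345336 to 218444619 (gene ID 7042), rose by 2.51 on the log2 scale (standard error 0.33), and the integrin subunits ITGB6 and ITGA2, which bind extracellular matrix, rose by 1.64 (standard error 0.22) and 2.08 (standard error 0.31). The monooxygenases CYP1A1 and CYP1B1, both induced through the aryl hydrocarbon receptor, had log2 fold changes of 2.90 ± 0.57 and 2.32 ± 0.51. Of the genes named as endothelial, the leukocyte adhesion molecule ICAM1 had a log2 fold change of 1.97 ± 0.37 and SERPINE1, the inhibitor of plasminogen activators, of 1.56 ± 0.34, while TIE1 and FLI1 also rose. The metal-binding proteins MT1E and MT2A rose by 1.86 (standard error 0.33) and 1.13 (standard error 0.24), the transcription factor GLIS3 by 1.91 (standard error 0.35) and IL6R by 2.01 (standard error 0.45). RXRA, a partner of the retinoic acid receptors on chromosome 9 from 134326455 to 134440585 (gene ID 6256), fell by 0.68 (standard error 0.16, adjusted p = 0.0497 from edgeR). The other 13 genes had the signs stated but adjusted p-values above 0.05. Among them, 10 had positive log2 fold changes of 0.82 to 3.55 (adjusted p = 0.0548 to 0.319 from edgeR), the nearest to the threshold being IL20RB and WNT7A, and RARG, COL2A1 and COL26A1 had −0.78 ± 0.23, −0.91 ± 0.27 and −0.84 ± 0.32. Of the 16 called genes, 8 were also called with the WTC monolayers grown in 2 mL as reference, and none was among the few genes that edgeR called in WTC alone or without a term for the line. All 16 were called with DESeq2, in BC1 alone and with all 24 libraries, and 15 with RLE factors. With no filter on low counts 13 were called, with samples of the same number taken as pairs 13, and with DESeq2 without a term for the line 9. Leaving out 1 library ended calls among the 16 without WTC monolayer replicate 2 (7, adjusted p up to 0.119), WTC microvessel replicate 1 (9, adjusted p up to 0.158), 2 (6, adjusted p up to 0.102) or 3 (3, adjusted p up to 0.105), BC1 monolayer replicate 1 (10, adjusted p up to 0.168) or 2 (7, adjusted p up to 0.148), and BC1 microvessel replicate 1 (5, adjusted p up to 0.104) or 2 (6, adjusted p up to 0.135), all from edgeR.

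**Figure D1:**
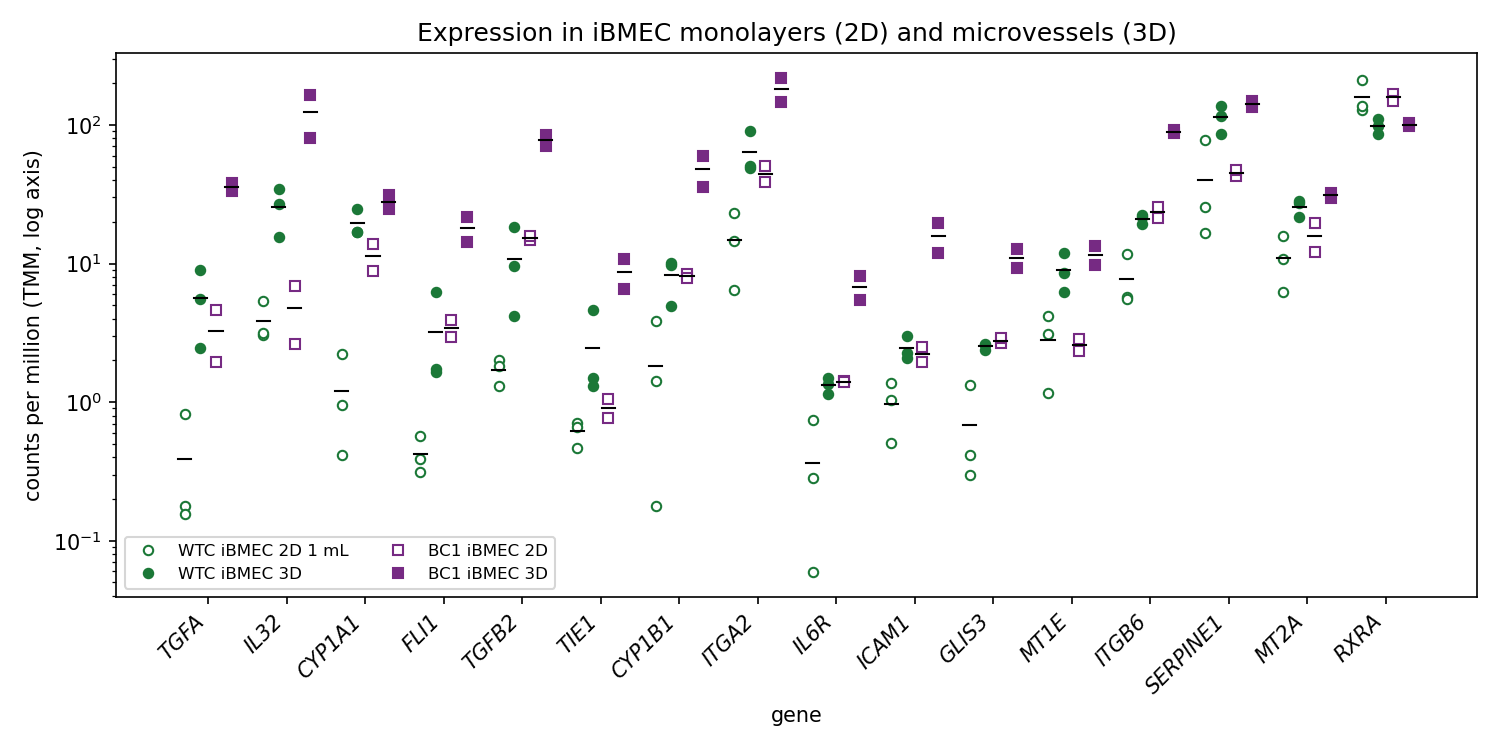
Expression of the 16 called genes in CPM (TMM, log axis) in iBMEC monolayers (2D, open symbols) and microvessels (3D, filled symbols) of WTC (green circles, n = 3) and BC1 (purple squares, n = 2). Each symbol is a library and each bar the mean of its group, and for all genes but RXRA the mean of the microvessels lies above that of the monolayers in both lines.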

**Fig. 2:**
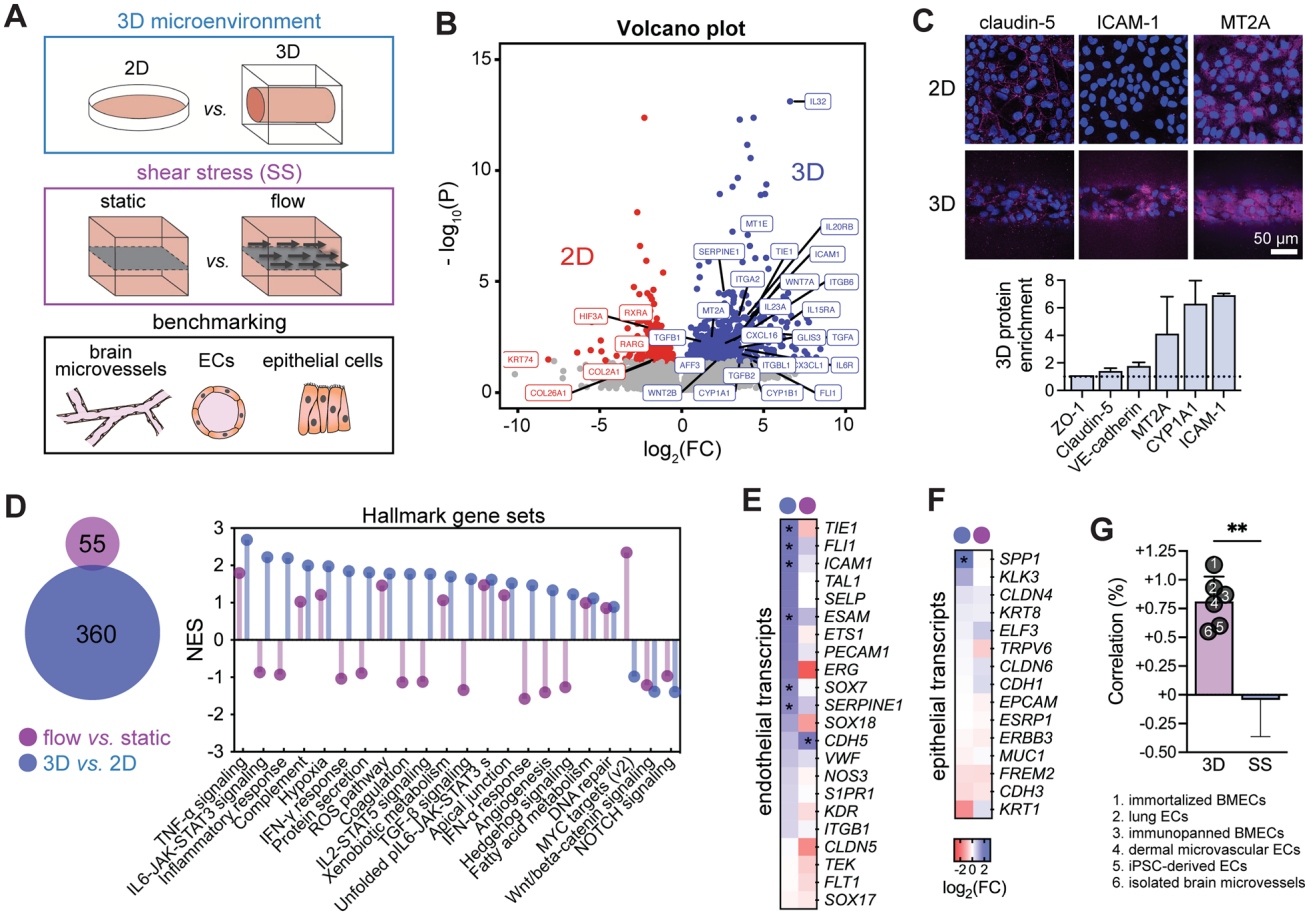
Three-dimensional microenvironment regulates iBMEC gene expression. **A** To elucidate the role of 3D microenvironment on iBMEC gene expression, 2D and 3D models were compared by paired bulk RNA sequencing. These findings are benchmarked to previous work on the role of shear stress (SS) [28] and to datasets for brain microvessels, endothelial cells, and epithelial cells. **B** Volcano plots depicting significantly (adjusted *p* < 0.05, Wald test with Benjamini–Hochberg correction) upregulated genes (blue) and downregulated genes (red) in iBMECs in 3D microvessels versus 2D monolayers (*n* = 5 per condition). The five paired 2D/3D replicates encompass three WTC iBMECs (one for each WTC iPSC source) and two BC1 iBMECs (an independent iPSC source). Selected genes are labeled. **C** Semi-quantitative validation of protein enrichment in 3D microvessels. Representative immunofluorescence images for claudin-5, ICAM-1, and MT2A in 2D and 3D are shown. Data are normalized to the nuclei signal and endothelium area, and presented as mean ± SD (*n* = 2 microvessels across independent differentiations). **D** Comparison of upregulated genes between the 3D microenvironment and 2D monolayers under shear stress. The Venn diagram shows overlap of genes upregulated by the 3D microenvironment or shear stress by log_2_FC > 1. The lollipop plot highlights normalized enrichment scores (NES) of select Hallmark gene sets by 3D microenvironment and shear stress (see Additional file 1: Fig. S4A for all 50 gene sets). **E**, **F** Heatmaps of changes in endothelial and epithelial transcript abundance due to 3D microenvironment versus shear stress; DEGs are labeled with an asterisk. **G** iBMECs were benchmarked to datasets for brain microvessels, endothelial cells, and epithelial cells (see Additional file 1: Fig. S5 for complete analysis). 3D microenvironment increases the correlation to brain microvessels and endothelial cells, while shear stress (SS) alone does not. Changes in correlation (%) are calculated as the Spearman correlation coefficient between 3D or SS iBMECs versus each dataset minus the Spearman correlation coefficient between 2D or static iBMECs versus each dataset (positive values indicate increased transcriptomic similarity to an external dataset). Each dataset is shown as a black dot; significance calculated using a Mann–Whitney test. Data are presented as mean ± SD. ** *p* < 0.01. See also Additional file 1: Fig. S4–S6) and Additional file 2

We validated upregulation of several genes at the protein level using immunocytochemistry; this approach provides critical information on protein localization, and can be conducted on models comprised of small numbers of cells, where Western blot is technically burdensome. Metallothionein-2 (*MT2A*), a cytochrome P450 super family member (*CYP1A1*), and ICAM-1 (*ICAM1*) were confirmed to be enriched four to sixfold in 3D microvessels based on semi-quantitative analysis of relative protein expression normalized to the fluorescence of DAPI-stained nuclei (Fig. 2C). *CYP1A1* and *MT2A* expression had previously been found to be shear stress dependent in primary or iPSC-derived BMECs [28, 34–36]. 

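TJP1, which encodes the junction scaffold zona occludens-1 and lies on chromosome 15 of GRCh38 from 29699367 to 29969049 (gene ID 7082), was abundant and at close levels in monolayers and microvessels. It had 203 ± 36.6 CPM in WTC monolayers and 234 ± 20.8 CPM in WTC microvessels (SD, n = 3), and 215 ± 3.82 and 234 ± 0.740 CPM in the BC1 groups (SD, n = 2). Its log2 fold change was 0.17 (standard error 0.13, adjusted p = 0.587 from edgeR). CLDN5, the claudin most abundant in brain endothelium, was close to absent in iBMECs, with 24 counts in total over the 5 monolayer libraries, 22 over the 5 microvessel libraries and no more than 12 in any library. At this depth CLDN5 did not reach the filter on low counts and no difference was detectable.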

We confirmed that the tight junction proteins claudin-5 (*CLDN5*) and zona occludens-1 (*TJP1*), which were not substantially upregulated at the gene level by the 3D microenvironment, were also similarly expressed at the protein level (Fig. 2C).

In contrast to studies of the role of laminar flow on 2D monolayers [27, 28], tissue-engineered iBMEC microvessels were exposed to stimuli including cell-ECM interactions, cylindrical geometry, and transmural pressure. We identified 360 genes upregulated by greater than two-fold compared to only 55 genes upregulated to this same level by 2.4 dyne cm^−2^ shear stress in a previous study [28]; less than 1% of upregulated genes were shared, indicating unique modes of gene expression changes (Fig. 2D). 

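In microvessels, 238 genes rose and 44 fell by more than 2-fold at an adjusted p under 0.05 from edgeR. Of 35 matrix proteases and members of the plasminogen system, 12 rose, none fell and the rest did not pass the test (17 higher when adjusted over the list alone). The mean log2 fold change of the list was 1.15 (adjusted p = 1.15e-14 from camera, adjusted p = 0.0894 with an estimated correlation). PLAT and PLAU encode the tissue and urokinase activators of plasminogen. PLAT, on chromosome 8 of GRCh38 from 42174718 to 42207565 (gene ID 5327), went from 0.937 ± 0.247 to 6.84 ± 2.87 CPM in WTC (SD, n = 3) and from 13.9 ± 1.47 to 48.3 ± 5.19 CPM in BC1 (SD, n = 2). For PLAT the log2 fold change was 2.41 (standard error 0.28, adjusted p = 0.00235 from edgeR). PLAU had a log2 fold change of 2.46 ± 0.33 and the secreted protease ADAMTS9 of 1.83 ± 0.25. Of 19 integrin subunits, 3 rose and none fell (6 higher when adjusted over the list alone), including ITGB8 at 1.76 ± 0.30. The integrin mean was 0.51 (adjusted p = 0.000149 from camera, adjusted p = 0.0971 with an estimated correlation). Of 55 genes of the extracellular matrix, 4 rose and none fell (10 higher and 3 lower when adjusted over the list alone), and the list as a whole did not pass the test (mean 0.17, adjusted p = 0.145 from camera). Those that rose included THBS1, a matrix glycoprotein that activates TGF-beta, on chromosome 15 from 39581079 to 39599466 (gene ID 7057), at 1.93 ± 0.22. The counts of 238 and 44 became 463 and 123 with DESeq2, 137 and 57 with the WTC monolayers grown in 2 mL as reference, 11 and 1 in WTC alone, 923 and 349 in BC1 alone, 1 and 1 without a term for the line, and 464 and 94 with all 24 libraries in the fit, and at least 1 of them moved by over 1.5-fold without WTC monolayer replicate 2 (111 and 24) or 3 (358 and 104), WTC microvessel replicate 1 (101 and 18), 2 (171 and 15) or 3 (232 and 21), BC1 monolayer replicate 1 (82 and 10) or 2 (120 and 22), or BC1 microvessel replicate 2 (124 and 20). ITGB8 lost its call without BC1 monolayer replicate 1 (adjusted p = 0.0501 from edgeR), the protease mean was 0.71 with the 2 mL reference, the integrin mean 0.82 in BC1 alone, and the matrix list passed the test in WTC alone (mean 0.30, adjusted p = 0.00725 from camera) or without WTC or BC1 monolayer replicate 1 (adjusted p = 0.0126 and 0.0414).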

To predict functional differences induced by the 3D microenvironment and shear stress, we conducted gene set enrichment analysis (GSEA) of hallmark gene sets from the Molecular Signatures Database (MSigDB) [37] (Fig. 2D, Additional file 1: Fig. S4A). Many hallmark gene sets were oppositely enriched by 3D microenvironment compared to shear stress, including IL6-JAK-STAT3 signaling, inflammatory response, IFN-γ response, protein secretion, coagulation, IL2-STAT5 signaling, TGF-β signaling, IFN-α response, angiogenesis, and hedgehog signaling, further supporting distinct functional changes due to the 3D microenvironment. Gene sets enriched by both 3D microenvironment and shear stress included TNF-α signaling, complement, hypoxia, ROS pathway, and xenobiotic metabolism.

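Gene lists were used in place of the hallmark sets, which were not used here. The lists were set after the paper's called genes had been seen, and some hold genes that it names, such as IL32 and CYP1A1. Their tests are therefore not independent of the paper's results. Targets of NF-kB, of the aryl hydrocarbon receptor and NRF2, and of TGF-beta and YAP passed camera as higher in microvessels at its preset correlation. None of these 3 lists passed with an estimated correlation (adjusted p = 0.0971 from camera for each). Of 53 genes that respond to NF-kB and TNF, 11 rose and none fell (19 higher and 0 lower when adjusted over the list alone), and 48 had a positive log2 fold change. The list had a mean log2 fold change 1.05, adjusted p = 1.56e-14 from camera, adjusted p = 0.0971 with an estimated correlation. EDN1, which encodes the vasoconstrictor endothelin-1 and lies on chromosome 6 of GRCh38 from 12230516 to 12297194 (gene ID 1906), went from 2.34 ± 0.204 to 12.7 ± 7.51 CPM in WTC (SD, n = 3) and from 10.6 ± 2.00 to 47.1 ± 5.94 CPM in BC1 (SD, n = 2). For EDN1 the log2 fold change was 2.32 ± 0.29 and for TNFRSF9, of the TNF receptor family, 2.96 ± 0.39. Of 23 targets of the aryl hydrocarbon receptor and NRF2, which act in xenobiotic metabolism and the response to oxidants, 5 rose and none fell (14 higher and 0 lower when adjusted over the list alone). These targets had a mean log2 fold change 0.94, adjusted p = 2.58e-11 from camera, adjusted p = 0.0971 with an estimated correlation. NQO1, a quinone reductase on chromosome 16 from 69709401 to 69726560 (gene ID 1728), rose by 2.22 (standard error 0.28, adjusted p = 0.00275 from edgeR). Of 39 genes of hypoxia and glycolysis, 1 rose and 1 fell (2 higher and 4 lower when adjusted over the list alone), and the list as a whole did not pass the test (mean −0.03, adjusted p = 0.850 from camera). Of 49 interferon response genes, 1 rose and 1 fell (1 higher and 2 lower when adjusted over the list alone), with a mean log2 fold change 0.48, adjusted p = 2.39e-05 from camera, adjusted p = 0.257 with an estimated correlation. The interferon gene that rose was GBP3, a guanylate-binding protein, at 2.57 ± 0.28. Of 35 targets of TGF-beta and YAP, 13 rose and none fell (20 higher and 0 lower when adjusted over the list alone), with a mean log2 fold change 0.81, adjusted p = 4.26e-12 from camera, adjusted p = 0.0971 with an estimated correlation. Among those that rose were INHBA, a subunit of activin, at 2.70 ± 0.30, ANKRD1 at 1.99 ± 0.26 and TAGLN, an actin-binding protein, at 2.09 ± 0.30. Of 41 angiogenic ligands and receptors, 6 rose and 1 fell (7 higher and 5 lower when adjusted over the list alone), and the list did not pass the test (mean 0.36, adjusted p = 0.174 from camera). Means were 0.51 in WTC alone and 1.61 in BC1 alone for NF-kB, −0.24 (adjusted p = 0.0407 from camera) and 0.33 (adjusted p = 0.00639 from camera) for hypoxia, and 0.12 (adjusted p = 0.198 from camera) and 1.12 for interferon. With the 2 mL monolayers as reference the means were 0.28 for interferon and 0.53 for TGF-beta and YAP, and the interferon mean was 0.32 without a term for the line and 0.83 without WTC monolayer replicate 3. In BC1 these changes came with the higher mitochondrial share of the microvessel libraries.

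**Figure D2:**
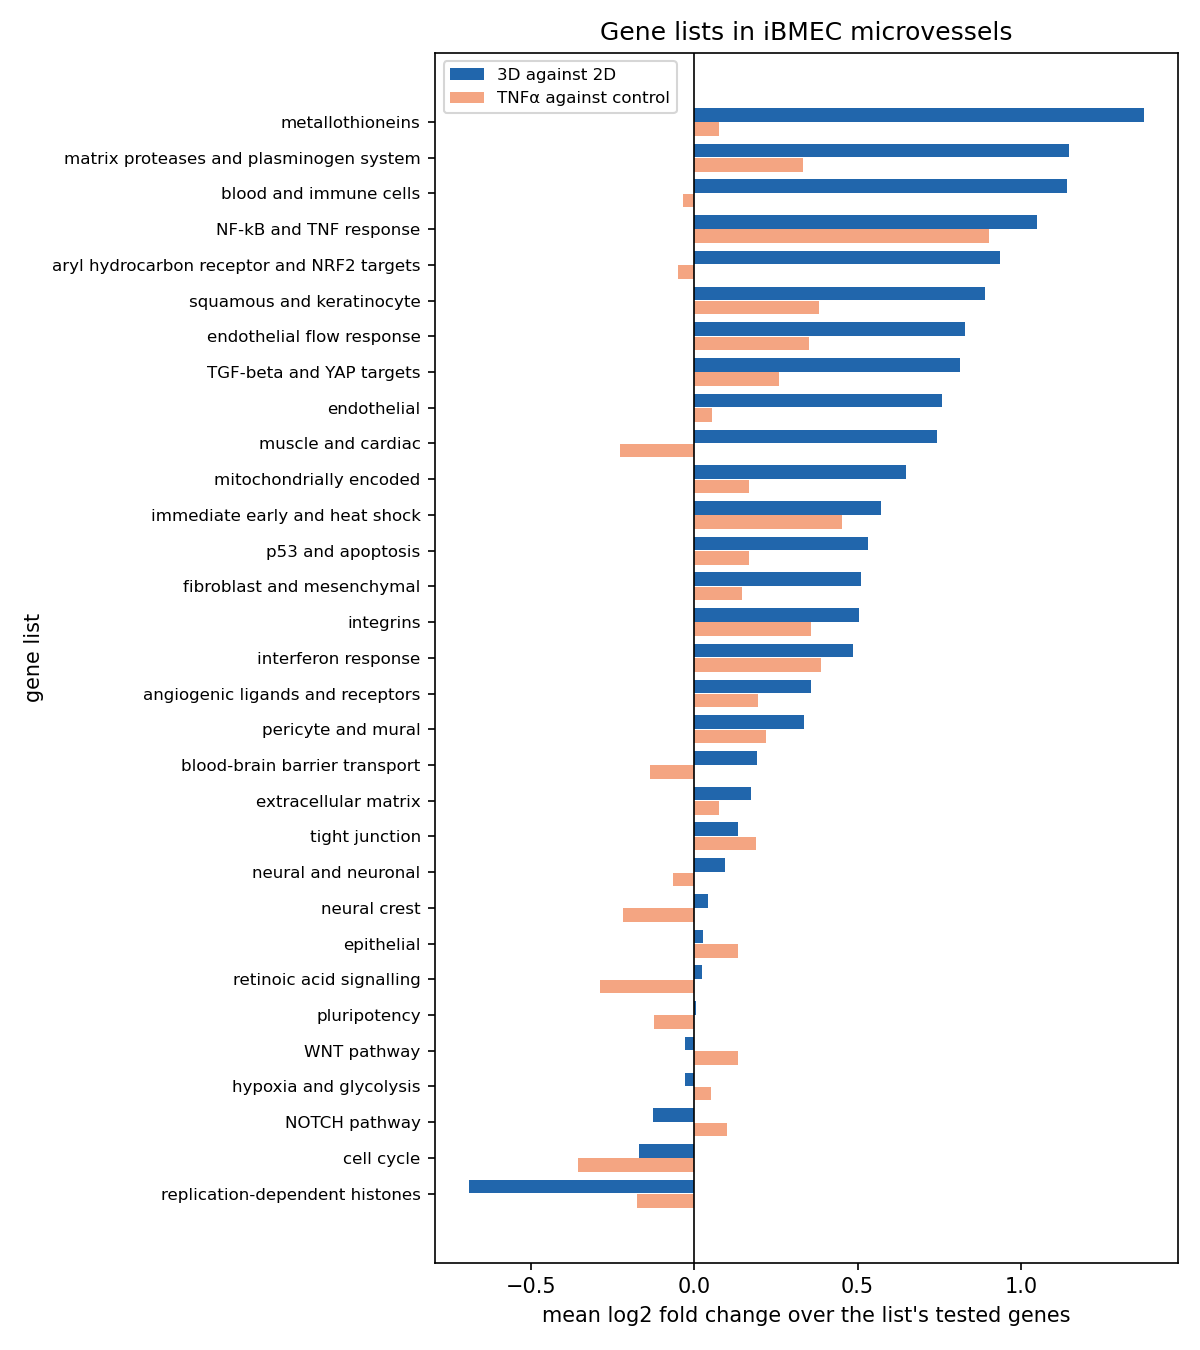
Mean log2 fold change (horizontal axis) over the tested genes of each of the 31 gene lists (vertical axis), for microvessels against monolayers (dark bars, n = 5 libraries each) and for BC1 microvessels with TNFα against control (light bars, n = 2 each). Bars to the right of 0 are higher in microvessels or with TNFα, and the NF-kB list lies to the right in both comparisons.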

Given recent findings on the partial epithelial identity of iBMECs [38], we explored changes in endothelial and epithelial gene expression induced by the 3D microenvironment and shear stress. Endothelial and epithelial gene lists were curated from the literature [38, 39]. 

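Of 49 endothelial genes measured in iBMECs, 5 rose in microvessels and none fell at an adjusted p under 0.05 from edgeR (7 higher and 1 lower when adjusted over the list alone), and 38 had a positive log2 fold change. ETS1, a transcription factor of endothelial development on chromosome 11 of GRCh38 from 128458765 to 128587558 (gene ID 2113), went from 6.04 ± 1.40 to 24.7 ± 12.5 CPM in WTC (SD, n = 3) and from 33.1 ± 3.54 to 134 ± 24.7 CPM in BC1 (SD, n = 2). For ETS1 the log2 fold change was 2.02 (standard error 0.24, adjusted p = 0.00235 from edgeR). FLI1, a related transcription factor on chromosome 11 from 128685132 to 128813267 (gene ID 2313), went from 0.422 ± 0.132 to 3.20 ± 2.59 CPM in WTC and from 3.42 ± 0.679 to 18.0 ± 5.33 CPM in BC1. For FLI1 it was 2.69 ± 0.40. The endothelial receptors TIE1 and ADGRL4 had log2 fold changes of 2.51 ± 0.43 and 2.48 ± 0.42. CDH5, which encodes VE-cadherin, had 0.96 ± 0.38 (adjusted p = 0.255 from edgeR), and PECAM1, near the floor in iBMECs, 1.47 ± 1.11 (adjusted p = 0.587 from edgeR). Over the list, the mean of the fitted log2 fold changes was 0.76 (adjusted p = 8.28e-06 from camera, adjusted p = 0.139 with an estimated correlation). In WTC alone this mean was 0.33 and did not pass the test (adjusted p = 0.164 from camera), and in BC1 alone, where the mitochondrial share was also higher, it was 1.25. Leaving out BC1 monolayer replicate 1 ended the calls of TIE1 (adjusted p = 0.0590 from edgeR) and ADGRL4 (adjusted p = 0.0525 from edgeR), and leaving out WTC microvessel replicate 1 ended that of TIE1 (adjusted p = 0.0629 from edgeR).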

Endothelial transcripts (which have previously been reported to be attenuated in iBMECs compared to other endothelial cell sources [38, 40]) were broadly increased by the 3D microenvironment (Fig. 2E). These transcripts displayed on average twofold enrichment by the 3D microenvironment, while no enrichment was observed by shear stress alone (*p* < 0.0001) (Fig. 2E, Additional file 1: Fig. S4B) [28]. 

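Averaged over the 49 measured endothelial genes, expression per library was 1.66-fold higher in microvessels than in monolayers, a mean log2 difference of 0.73 within lines. The mean was 1.37-fold higher in WTC microvessels (n = 3 against 3) and 2.22-fold higher in BC1 microvessels (n = 2 against 2), and 38 of the 49 genes were higher in microvessels. Many of these genes were low, since 30 of the 49 had a mean above 1 CPM. The per-library means of log2 CPM, computed with a prior count of 2, were compared in an exact, two-sided permutation test that exchanged libraries within each line (120 splits). The permutation p was 0.0333, and the smallest p that these splits allow is 0.0167. Libraries were not paired in this test, although the legend of Fig. 2 calls the replicates paired, without tying pairs to sample numbers. With samples of the same number taken as pairs, p was above 0.05, which so few pairs always give, and also above the smallest p that they allow. In WTC the groups overlapped, with a mean log2 CPM of 0.48 in microvessel replicate 3 and 0.52 in monolayer replicate 3. The lowest was WTC monolayer replicate 1, at −0.20, which also had the fewest genes with a count among the monolayers (17560). With the WTC monolayers grown in 2 mL as reference the mean was 0.65 (exact permutation p = 0.0500). In the same comparison, with the list means of edgeR's log2 fold changes at 0.76 for endothelial genes, lists of other cell types also passed camera at its preset correlation, with adjusted p of 5.54e-06 to 0.0174: blood and immune genes (1.14), squamous (0.89), muscle (0.74), fibroblast (0.51) and pericyte genes (0.33). With an estimated correlation none of these 6 lists passed (adjusted p = 0.139 from camera for endothelial genes, and 0.0971 to 0.262 for the others). In WTC alone endothelial (adjusted p = 0.164 from camera), muscle and pericyte genes did not pass, with the 2 mL monolayers muscle, squamous and pericyte genes did not, and without a term for the line muscle and pericyte genes did not. The libraries of the chip with shear stress alone were not analysed here.

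**Figure D3:**
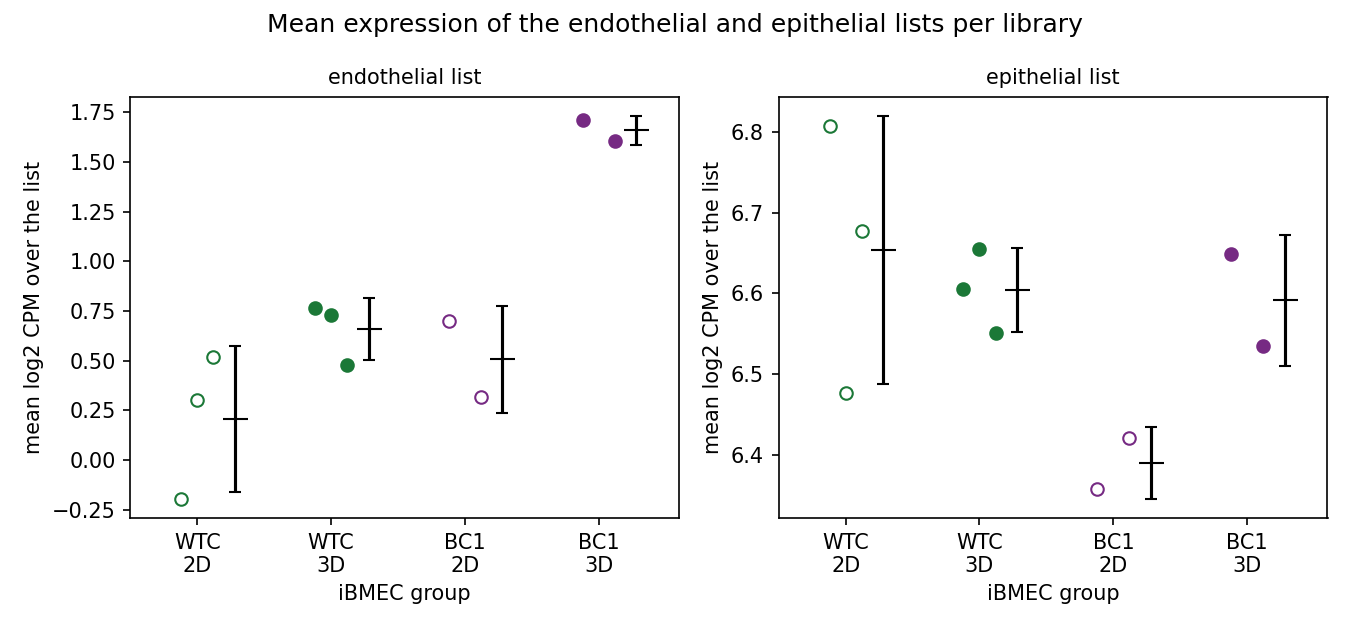
Mean log2 CPM per library (vertical axes) over 49 endothelial genes (left) and 48 epithelial genes (right) in WTC (green, n = 3) and BC1 (purple, n = 2) monolayers (open circles) and microvessels (filled circles), with the mean and SD of each group beside them. In the left panel the group means of microvessels lie above those of monolayers in both lines, and in the right panel the WTC means are close.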

The 3D microenvironment and shear stress did not dramatically alter expression of epithelial genes (*p* = 0.699) (Fig. 2F, Additional file 1: Fig. S4B); demonstrating that endothelial identity can be independently augmented from epithelial identity.

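Of 48 epithelial genes, 1 rose in microvessels and none fell at an adjusted p under 0.05 from edgeR (1 higher when adjusted over the list alone). The gene that rose was SFN, which encodes the epithelial 14-3-3 protein stratifin and lies on chromosome 1 of GRCh38 from 26863149 to 26864456 (gene ID 2810), from 9.45 ± 1.99 to 29.5 ± 9.53 CPM in WTC (SD, n = 3) and from 33.9 ± 4.61 to 149.5 ± 15.6 CPM in BC1 (SD, n = 2). This is a log2 fold change of 1.84 (standard error 0.20, adjusted p = 0.00187 from edgeR). The adhesion molecule EPCAM had a log2 fold change of 0.00 ± 0.13, CLDN6 of 0.07 ± 0.19, CLDN3 of −0.44 ± 0.21, and the keratin genes KRT18 and KRT7 of 0.45 ± 0.15 and 0.90 ± 0.28. Adjusted p-values of these 5 genes from edgeR ran from 0.138 to 0.996. Over the list, the mean fitted log2 fold change was 0.03 (adjusted p = 0.837 from camera), and in BC1 alone it was 0.23 (adjusted p = 0.0260 from camera). Averaged per library, the 48 genes were 1.04-fold as high in microvessels as in monolayers, with 24 of them higher (exact, two-sided permutation test, p = 0.533). From the rise of endothelial genes beside this result, the paper concludes that endothelial identity can be raised independently of epithelial identity.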

### Benchmarking gene expression of 3D iBMEC microvessels

To facilitate comparison of iBMECs to endothelial and epithelial cell sources, we conducted meta-analysis of gene expression collected across bulk RNA-sequencing studies (Fig. 2A, Additional file 1: Fig. S5). We performed in-house sequencing of primary human dermal microvascular endothelial cells (HDMECs) and iPSC-derived endothelial cells (iECs) generated by transient expression of *ETV2* after mesodermal induction [41]. 

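The endothelial comparison groups were 2 libraries of HDMECs, primary cells, and 2 libraries of iECs made from WTC iPSCs by transient ETV2, a transcription factor of endothelial specification. They were sequenced and counted by the authors as the iBMECs were, and held 32.1 to 37.2 M counts (median 34.7) and 44.5 to 46.5 M counts (median 45.5). ETV2 itself was at 0.656 ± 0.100 CPM in HDMECs, 0.869 ± 0.202 CPM in iECs and 0.499 ± 0.172 CPM in WTC microvessels (SD, n = 2, 2 and 3). For correlations, counts of all 24 libraries were transformed with DESeq2's rlog over 22357 genes with at least 10 counts in total, averaged within each group and compared by Spearman's ρ across genes. Genes are not independent replicates, so ρ is given as a description without a p. For differences between cell types, all 24 libraries were fitted together in edgeR with a term per group (19384 genes, 14 residual degrees of freedom), and WTC microvessels were compared with iECs, which share their line. The HDMECs and iECs were 2D cultures in media of their own. Culture format and medium therefore cannot be told apart from cell type in this comparison. The transform and the genes kept for ρ, and whether other groups enter the fit, are the choices that could change these numbers. The published datasets that the paper adds were not analysed here.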

Previously published RNA transcriptomes were also obtained from the NCBI Gene Expression Omnibus (GEO) from the following studies: (1) immortalized human BMECs [42], (2) primary human lung ECs [43], (3) immunopanned human BMECs [44], (4) human brain microvessels [4], (5) primary human bronchial epithelial cells [45], and (6) the caco-2 epithelial cell line [46] (Additional file 1: Table S1). Spearman correlation of variance stabilized transcript expression identified similarities between immunopanned human BMECs and human brain microvessel gene profiles, with separate clusters of iBMECs, endothelial cells, and epithelial cells (Additional file 1: Fig. S5A). iBMECs clustered more closely with epithelial transcriptomes as previously reported [23]. However, iBMECs, endothelial cells, and epithelial cells displayed unique gene expression profiles compared to human microvessel samples with Spearman correlation coefficients (ρ) ranging from 0.726 to 0.817. Endothelial cell types including immortalized BMECs, iECs, HDMECs, and lung ECs were highly similar to each other (ρ > 0.9); however, none of these cell sources exhibit TEER values resembling in vivo measurements [1]. In contrast, iBMECs had unique gene expression profiles compared to the group of endothelial cells suggesting a reduction in endothelial identity [23], but exhibited physiologically high TEER.

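HDMECs and iECs both carried the classical endothelial transcripts at high levels. PECAM1, an adhesion molecule of endothelial junctions, was at 3765 ± 569 CPM in HDMECs and 4333 ± 199 CPM in iECs (SD, n = 2 each), and CDH5 at 2188 ± 74.0 and 3989 ± 399 CPM. The mean profiles of the 2 cell types had a Spearman ρ of 0.969 across genes, below the 0.995 between the HDMEC libraries and the 0.996 between the iEC libraries. Among cell types other than these, iPCs, the pericyte-like cells, came nearest to iECs, at 0.950. Log2 CPM in place of rlog gave 0.931 for HDMECs and iECs, and keeping all genes with at least 1 count gave 0.978.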

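Endothelial genes were far lower and epithelial genes far higher in iBMEC microvessels than in iECs of the same line. Of 59 endothelial genes, 57 were lower in WTC microvessels than in iECs and none was higher at an adjusted p under 0.05 from edgeR (57 lower when adjusted over the list alone, adjusted p = 0.000307 from camera with an estimated correlation). MMRN2, an endothelial matrix protein on chromosome 10 of GRCh38 from 86935540 to 86957615 (gene ID 79812), had 2.48 ± 0.261 CPM in microvessels (SD, n = 3) and 1324 ± 41.3 CPM in iECs (SD, n = 2). For MMRN2 the log2 fold change was −9.06 (standard error 0.38, adjusted p = 5.30e-13 from edgeR), and for EGFL7, a secreted endothelial factor, −5.21 ± 0.20. Of 48 epithelial genes, 46 were higher and none was lower (47 higher when adjusted over the list alone, adjusted p = 7.62e-05 from camera with an estimated correlation). GRHL2, a transcription factor of epithelial identity on chromosome 8 from 101492439 to 101681200 (gene ID 79977), had 117 ± 6.72 CPM in microvessels and 0.0267 ± 0.0378 CPM in iECs, and MAL2, which sorts membrane proteins in epithelial cells, had a log2 fold change of 6.25 ± 0.22. Of 32 tight junction genes, 16 were higher and 7 lower in microvessels (adjusted p = 0.0116 from camera with an estimated correlation). Angiogenic ligands and receptors were mostly lower (30 lower and 9 higher of 42), among them the VEGF-C receptor FLT4 at −6.48 ± 0.39. In all, edgeR called 5338 genes higher and 4760 lower in microvessels, with a median log2 fold change of 0.14 over all 19384 genes. Mean profiles of the 6 iBMEC groups had a Spearman ρ of 0.911 to 0.927 with HDMECs and 0.925 to 0.938 with iECs across genes, against 0.946 to 0.954 with WTC iPSCs. The paper proposes from this separation that endothelial identity is reduced in iBMECs.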

We compared changes in the correlation to datasets for endothelial and epithelial cells between 3D microenvironment and shear stress (Fig. 2G, Additional file 1: Fig. S5A, B). 

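Microvessels were nearer to both endothelial cell types than monolayers were, on average by less than 1 percentage point. The mean ρ of iBMEC libraries with HDMECs went from 0.910 in monolayers to 0.918 in microvessels (n = 5 each), a rise of 0.805 percentage points within lines, with 0.641 in WTC and 1.05 in BC1. With iECs it went from 0.924 to 0.931, a rise of 0.735 percentage points, with 0.653 in WTC and 0.858 in BC1. In each line, every microvessel library had a higher ρ than every monolayer library with both cell types. Both changes gave p = 0.0167 in an exact, two-sided permutation test that exchanged libraries within lines, the smallest p that 120 splits allow, and the same after Benjamini-Hochberg adjustment over the 2 changes. Libraries were not paired here, although the legend of Fig. 2 calls the replicates paired. With samples of the same number taken as pairs, both p-values were above 0.05, which so few pairs always give. With the WTC monolayers grown in 2 mL as reference the rises were 0.583 (exact permutation p = 0.0500) for HDMECs and 0.483 (exact permutation p = 0.0833) for iECs, and with log2 CPM in place of rlog they were 1.82 and 1.74 times as large. Each ρ is taken across genes, which are not independent replicates, so the libraries are the units of the test. Between mean profiles, microvessels were also nearer to iPCs than monolayers were, with ρ from 0.929 to 0.936 in WTC and 0.935 to 0.948 in BC1. With HDMECs the mean profiles went from 0.911 to 0.915 and from 0.915 to 0.926, so the rise was not particular to endothelial cells. With iPSCs ρ went from 0.953 to 0.954 in WTC and from 0.952 to 0.950 in BC1.

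**Figure D4:**
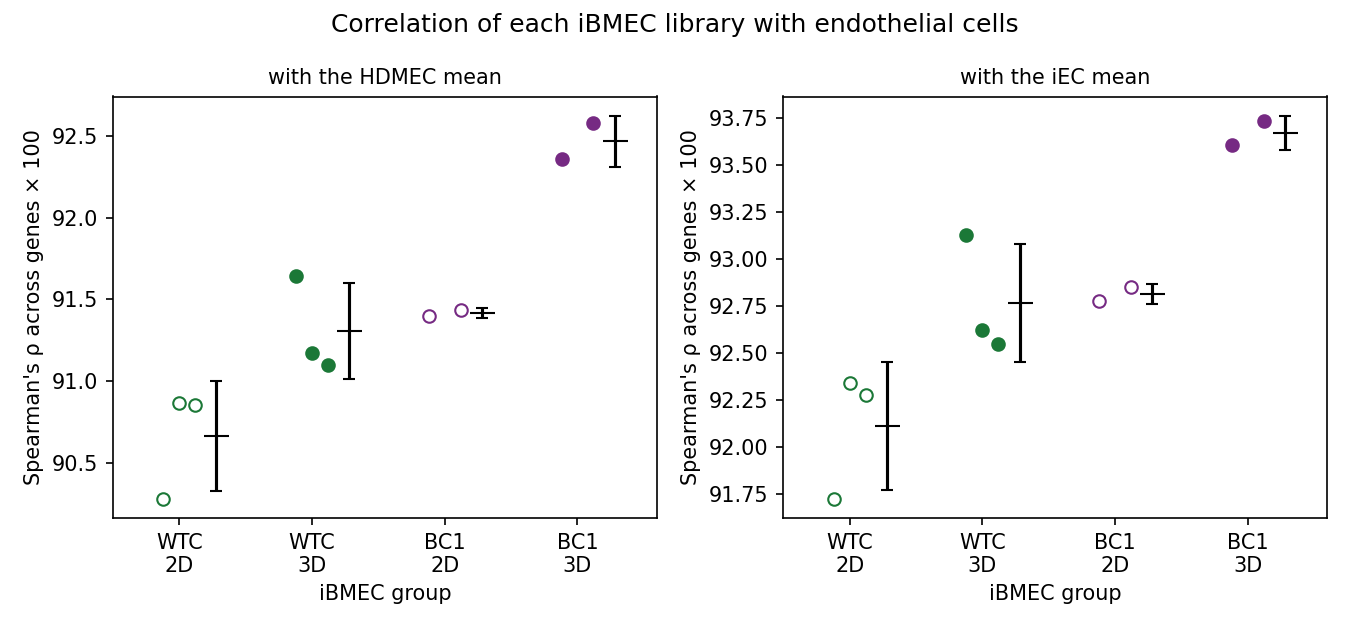
Spearman's ρ across genes, times 100 (vertical axes), of each iBMEC library with the mean profile of HDMECs (left) or iECs (right), for WTC (green, n = 3) and BC1 (purple, n = 2) monolayers (open circles) and microvessels (filled circles), with the mean and SD of each group beside them. Filled circles lie above the open circles of the same line in both panels.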

The 3D microenvironment increased Spearman correlation coefficients to endothelial datasets by ~ 0.75%, significantly more than shear stress alone (*p* = 0.002), suggesting that other components of the 3D microenvironment may be important in promoting brain endothelial identity [28]. Correlation to epithelial datasets was not strongly affected by either 3D microenvironment or shear stress (Additional file 1: Fig. S5B). To characterize the magnitude of gene expression changes induced by 3D microenvironment, we compared Spearman correlation coefficients across recent studies of shear stress, chemical induction, and TF reprogramming [23, 25, 26, 28] (Additional file 1: Fig. S5C, D). The magnitude of gene expression changes induced by the 3D microenvironment (ρ = 0.984 between 3 and 2D iBMECs) was similar to other perturbations explored to induce brain endothelial identity, including shear stress (ρ = 0.980 between 2.4 dyne cm^−2^ and static iBMEC monolayers) [28], agonism of Wnt/β-catenin signaling in endothelial progenitor cells (ρ = 0.977 between EPCs exposed to CHIR99021 or DMSO) [26], and inhibition of TGFβ receptor in iECs (ρ = 0.983 between iECs exposed to RepSox or DMSO) [25] (Additional file 1: Fig. S5D). However, TF reprogramming of iBMECs with ETS transcription factors [23] resulted in a larger change in gene expression compared to 2D iBMEC monolayers (r = 0.847), with average > 5 log_2_FC enrichment of endothelial transcripts and downregulation of epithelial transcripts (Additional file 1: Fig. S5E). 

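Across all genes, microvessels and monolayers kept close to the same order of expression, with a Spearman ρ of 0.996 between the mean profiles of the 5 microvessel and the 5 monolayer libraries. Within lines, ρ was 0.995 for WTC and 0.990 for BC1. Replicates of the same iBMEC group had ρ of 0.978 to 0.996, taken between single libraries rather than mean profiles. The change of medium from 1 to 2 mL in WTC monolayers left ρ at 0.996, whereas iBMECs and the iPSCs they came from had 0.953. Between microvessels and monolayers, log2 CPM or DESeq2's variance-stabilizing transform in place of rlog gave 0.988. The libraries of the other perturbations in this comparison were not analysed here.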

We note that this study utilized iBMECs possessing peak TEER values of ~ 700 Ω cm2, which is much lower than typical values. Abundance measurements of endothelial and epithelial transcripts across cell sources and model types (see Additional file 1: Fig. S6) provide further support that the 3D microenvironment increases endothelial transcripts in iBMECs compared to 2D and epithelial cells, but at lower levels than other endothelial cell sources.

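Endothelial transcripts in iBMECs lay within about 1 log2 unit of iPSCs and far below that of endothelial cells, in microvessels as in monolayers. Over 59 endothelial genes, the mean log2 CPM was −0.56 ± 0.34 in WTC monolayers grown in 1 mL, −0.39 ± 0.34 in those grown in 2 mL and −0.14 ± 0.18 in WTC microvessels (SD, n = 3 each). In BC1 it was −0.26 ± 0.27 in monolayers, 0.74 ± 0.10 in microvessels and 0.84 ± 0.28 in microvessels given TNFα (SD, n = 2 each). HDMECs had 7.44 ± 0.01 and iECs 7.84 ± 0.01 (SD, n = 2 each), iPCs had 0.03 ± 0.50 (SD, n = 2) and WTC iPSCs −0.21 ± 0.16 (SD, n = 3). Epithelial transcripts had a mean over 48 genes of 6.52 ± 0.06 in WTC microvessels and 6.47 ± 0.09 in BC1 microvessels, 4.53 ± 0.06 in WTC iPSCs, 0.09 ± 0.09 in iPCs, −0.97 ± 0.04 in HDMECs and −0.77 ± 0.00 in iECs. Epithelial cells themselves were not among the libraries analysed here. From these levels and those of published cells, the paper states that the 3D microenvironment raises endothelial transcripts in iBMECs, to below those of other endothelial sources.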

### Microenvironmental regulation of angiogenic and cytokine response

To explore the synergy between microenvironmental factors regulating iBMEC phenotype, we incorporated iPSC-derived pericytes into our tissue-engineered BBB model. Pericytes exert diverse influences on BMECs, including regulation of angiogenesis and leukocyte infiltration [47–49]. An isogenic model was generated by seeding neural crest iPSC-derived pericytes (iPCs) (generated using published protocols [50]) into microvessels for one day prior to seeding iBMECs. 

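Brain pericyte-like cells (iPCs) differentiated from WTC iPSCs were covered by 2 libraries, sequenced and counted by the authors like the iBMECs and holding 36.3 and 39.8 M counts. They were compared with WTC iBMEC monolayers grown in 1 mL (n = 3) in the fit of all 24 libraries. CSPG4, which encodes the pericyte proteoglycan NG2 and lies on chromosome 15 of GRCh38 from 75674322 to 75713466 (gene ID 1464), had 791 ± 197 CPM in iPCs (SD, n = 2) and 2.61 ± 1.11 CPM in iBMECs (SD, n = 3). For CSPG4 the log2 fold change was 8.26 (standard error 0.41, adjusted p = 5.29e-12 from edgeR). PDGFRB, the receptor through which PDGF-BB recruits pericytes, lies on chromosome 5 from 150113839 to 150155845 (gene ID 5159) and had 309.7 ± 1.40 and 20.1 ± 10.9 CPM. For PDGFRB the log2 fold change was 3.94 (standard error 0.48, adjusted p = 1.36e-06 from edgeR). Of 28 pericyte and mural genes, 17 were higher in iPCs and 2 lower (adjusted p = 0.0482 from camera with an estimated correlation). They included MCAM at 4.95 ± 0.29 and the ectonucleotidase NT5E at 9.30 ± 0.56. Targets of TGF-beta and YAP were higher too (27 higher and 3 lower of 35), whereas of 48 epithelial genes 45 were lower and 1 higher. Of 24 fibroblast genes, which pericytes share in part, 17 were higher in iPCs and 3 lower (adjusted p = 9.75e-06 from camera, 0.0924 with an estimated correlation), with FBN1, a chain of microfibrils, at 3704 ± 471 CPM against 12.2 ± 7.15 CPM in iBMECs. In all, edgeR called 5237 genes higher and 5854 lower in iPCs, or 3440 and 3798 when the fit held only these 2 groups.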

The iPCs maintained direct cell–cell contact with iBMECs and were located along the abluminal surface of the endothelium (Fig. 3A). iPCs expressed NG2 and PDGFRβ at the gene and protein level (Additional file 1: Fig. S4C, D). Given that the TNF-α signaling and angiogenesis hallmark gene sets were upregulated by the 3D microenvironment, we explored the response to angiogenic factors and cytokines by perfusing microvessels with 20 ng mL^−1^ bFGF for 48 h or 5 ng mL^−1^ TNFα for 24 h (Fig. 3B).

**Fig. 3:**
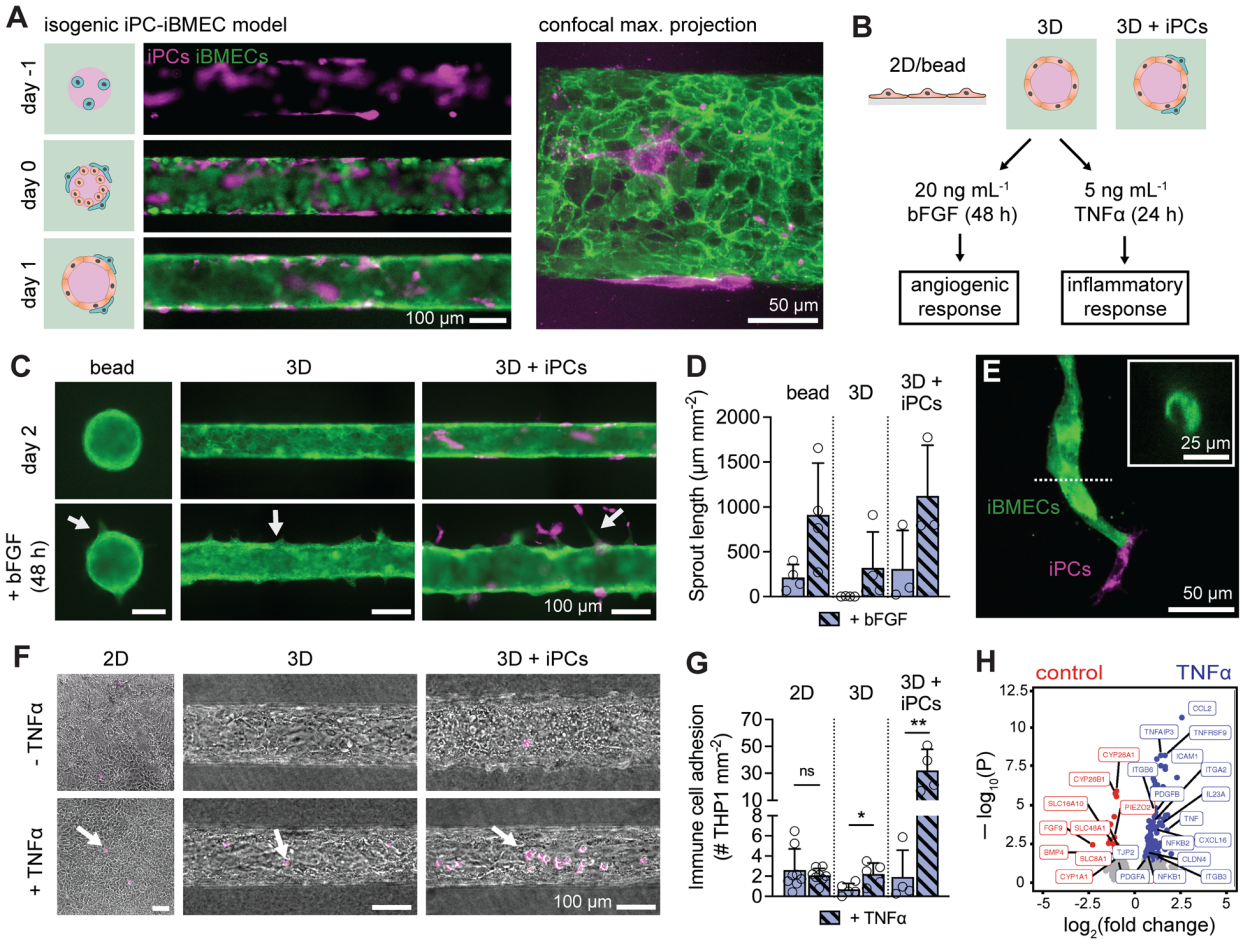
Three-dimensional microenvironment and pericyte co-culture synergistically alter angiogenic and cytokine responses. **A** The combination of ACTB-labeled iBMECs and PM-labeled iPCs enables creation of an isogenic co-culture BBB model. (i) The model was formed via sequential seeding of pericytes and then endothelial cells, to achieve a 1:3 ratio. (ii) Pericytes localized abluminal to iBMEC-PM. **B** Experimental design: 2D, 3D, and 3D models co-cultured with pericytes were exposed to bFGF or TNFα to quantify cytokine and angiogenic responses, respectively. **C** Representative images of iBMEC response to bFGF. Angiogenic sprouts appear over two days of exposure (white arrows). **D** Quantification of angiogenic sprout length following 48 h exposure to 20 ng mL^−1^ bFGF. Data collected across a bead assay (*n* = 4), 3D microvessels (*n* = 4), and pericyte co-cultured 3D microvessels (*n* = 3). **E** Pericytes located at the leading edge of an angiogenic sprout. Inset: representative lumen cross-section at location of dotted line. **F** Representative images of iBMEC response to TNFα. Experiments were performed on BC1 iBMECs paired with RFP-tagged WTC iPCs to enable detection of adherent immune cells (white arrows). **G** Quantification of immune cell adhesion following 24 h exposure to 5 ng mL^−1^ TNFα. Data collected across 2D monolayers (*n* = 8), 3D microvessels (*n* = 5), and pericyte co-cultured 3D microvessels (*n* = 4). Significance analysis performed using an unpaired t-test. **H** Volcano plots showing significantly (adjusted *p* < 0.05, Wald test with Benjamini–Hochberg correction) upregulated genes (blue) and downregulated genes (red) following 24 h exposure to 5 ng mL^−1^ TNFα in 3D microvessels (*n* = 2 biological replicates). Selected genes are labeled. Data are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. See also Additional file 1: Fig. S7 and Additional file 2

The angiogenic response was compared across three conditions (microvessels, microvessels co-cultured with pericytes, and a bead assay). As previously observed, iBMECs were responsive to growth factors, including bFGF [51] (Fig. 3C). In the absence of bFGF, iBMEC microvessels displayed no sprouting, while bFGF treatment resulted in the formation of sprouts with a visible lumen (Fig. 3D). iBMEC/PC microvessels displayed elevated responsiveness to bFGF with longer sprouts, visible lumens, and pericytes located at the leading edge (Fig. 3E).

Previous studies of iBMECs have reported conflicting degrees of responsiveness to inflammatory cytokines [21, 23, 52, 53]. Here, we assessed the response of 2D iBMEC monolayers, iBMEC microvessels, and iBMEC/iPC microvessels to tumor necrosis factor-alpha (TNFα) by measuring the adherence of monocyte-like cells (THP1s) (Fig. 3F). In 2D monolayers, the density of adhered THP1s was high and did not increase following TNFα exposure (*p* = 0.5136). In 3D, immune cell adhesion was low under control conditions, but increased ~ threefold following TNFα exposure (*p* = 0.0259) (Fig. 3G). Furthermore, in the presence of pericyte co-culture, immune cell adhesion was dramatically enhanced upon TNFα exposure (~ 16-fold) (*p* = 0.0094). These results suggest that immune cell adhesion is synergistically modulated by the 3D microenvironment and pericytes.

We also compared gene expression of iBMEC microvessels with and without TNFα exposure by bulk RNA sequencing, identifying 136 upregulated genes and 35 downregulated genes (ρ = 0.971) (Fig. 3H, Additional file 2). 

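TNFα was given to BC1 iBMEC microvessels at 5 ng/mL for 24 h, and 2 libraries from treated microvessels were compared with the 2 BC1 control microvessel libraries of the 3D experiment. The treated libraries held 32.5 and 36.8 M counts, as counted by the authors, with 6.10 ± 5.52% of them mitochondrial (SD, n = 2). They were fitted in edgeR with the BC1 monolayers as a further group, which kept 17230 genes and left 3 residual degrees of freedom. At an adjusted p under 0.05 from edgeR, 17 genes rose and 6 fell with TNFα, 12 and 6 of them by more than 2-fold, with 1705 at an unadjusted p under 0.05. SEMA7A, a membrane-anchored semaphorin on chromosome 15 of GRCh38 from 74409289 to 74433958 (gene ID 8482), had the smallest p, with 45.6 ± 1.69 CPM in control and 104 ± 7.53 CPM in treated microvessels (SD, n = 2). For SEMA7A the log2 fold change was 1.18 (standard error 0.12, adjusted p = 0.0189 from edgeR). JUNB, an immediate early transcription factor, TICAM1, an adaptor of Toll-like receptors, and PLAUR, the urokinase receptor, rose by 1.11, 1.25 and 1.22 (standard errors 0.15, 0.17 and 0.17). The receptor tyrosine kinases EPHA7 and NTRK2 fell, with log2 fold changes of −1.36 ± 0.16 and −1.14 ± 0.13. The Spearman ρ between the mean profiles of treated and control microvessels was 0.996 across genes with rlog, and 0.987 with log2 CPM. The counts of 17 higher and 6 lower became 207 and 69 with DESeq2, 376 and 214 with no filter on low counts, and 0 and 0 in edgeR with only the 4 microvessel libraries (DESeq2, 135 and 34) or with all 24 libraries in the fit. Without either treated library, where the other is assumed to vary like the remaining groups, edgeR called 0 and 0. Without control replicate 1 or 2 it called 110 and 48, or 509 and 360, and without BC1 monolayer replicate 1 the lower count was 4.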

Upregulated genes included NF-κB family members (*NFKB1*, *NFKB2*), tumor necrosis factor family members (*TNF*, *TNFAIP3*, *TNFRSF9*), endothelial transmembrane proteins facilitating leukocyte transmigration (*ICAM1*), cytokines (*CCL2*, *CXCL16*, *IL23A*), growth factors (*PDGFA*, *PDGFB*), cell–cell junctions (*CLDN4*, *TJP2*) and integrins (*ITGB3*, *ITGB6*, *ITGA2*). 

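Of the 16 genes named here, CCL2, ICAM1 and TNFRSF9 passed the test in edgeR and all 16 had a positive log2 fold change. CCL2, a chemokine that attracts monocytes, lies on chromosome 17 of GRCh38 from 34255285 to 34257203 (gene ID 6347) and had 2.44 ± 0.184 CPM in control and 14.3 ± 1.99 CPM in treated microvessels (SD, n = 2). For CCL2 the log2 fold change was 2.55 (standard error 0.28, adjusted p = 0.0189 from edgeR). ICAM1, on chromosome 19 from 10271120 to 10286615 (gene ID 3383), had 15.8 ± 5.60 and 49.3 ± 2.40 CPM, a log2 fold change of 1.64 (standard error 0.23, adjusted p = 0.0315 from edgeR). TNFRSF9, a costimulatory receptor, had 18.8 ± 5.12 and 58.0 ± 8.74 CPM, a log2 fold change of 1.63 ± 0.23. The other 13 genes had log2 fold changes of 0.54 to 1.73 and adjusted p-values of 0.0626 to 0.187 from edgeR. They include TNFAIP3, a feedback inhibitor of NF-kB, at 1.41 ± 0.21, NFKB1 and NFKB2 at 0.66 ± 0.12 and 0.81 ± 0.15, TNF itself at 1.73 ± 0.34 and the junction genes CLDN4 and TJP2 at 0.59 ± 0.13 and 0.54 ± 0.12. Of 53 genes that respond to NF-kB and TNF, 5 rose and none fell (33 higher when adjusted over the list alone), 50 had a positive log2 fold change. The NF-kB mean was 0.90 (adjusted p = 2.57e-33 from camera, adjusted p = 0.229 with an estimated correlation). This list was set after the paper's called genes had been seen and holds genes that it names, such as CCL2 and ICAM1. Integrins (0.36, adjusted p = 3.11e-06 from camera) and tight junction genes (0.19, adjusted p = 0.000862 from camera) had smaller means, and their calls too were lost with an estimated correlation (adjusted p = 0.229 and 0.273). The 3 called genes lost their calls without either treated library, at adjusted p-values of up to 0.436 without replicate 1 and 0.237 without replicate 2 from edgeR, and DESeq2 called all 16. The tight junction list lost its call without control replicate 2 (adjusted p = 0.0514 from camera) or treated replicate 2 (adjusted p = 0.161 from camera).

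**Figure D5:**
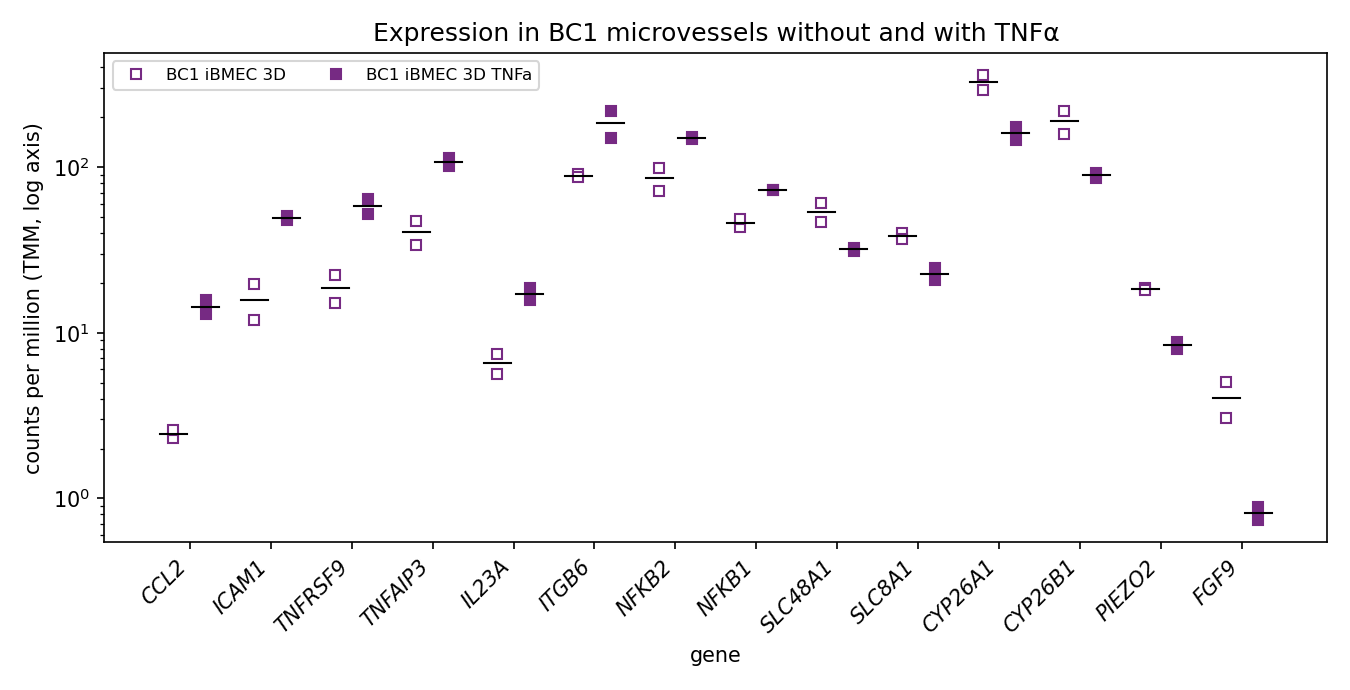
Expression in CPM (TMM, log axis) of the 14 genes with the smallest p among those the paper names for TNFα, in BC1 microvessels without (open squares, n = 2) and with TNFα (filled squares, n = 2). Each square is a library and each bar the mean of its group, and the genes from CCL2 to NFKB1 are higher with TNFα, those from SLC48A1 to FGF9 lower.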

Downregulated genes included solute carrier (SLC) membrane transporters (*SLC8A1*, *SLC48A1*, *SLC16A10*), monooxygenases involved in drug metabolisms (*CYP1A1*, *CYP26B1*, *CYP26A1*), mechanosensitive ion channels (*TRPV6*, *PIEZO2*), and growth factors (*BMP4*, *FGF9*).

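Of these 10 genes, the mechanosensitive channel PIEZO2 and the retinoic acid hydroxylase CYP26A1 passed the test in edgeR, and all 10 had a negative log2 fold change. PIEZO2, on chromosome 18 of GRCh38 from 10670247 to 11149569 (gene ID 63895), had 18.4 ± 0.490 CPM in control and 8.42 ± 0.586 CPM in treated microvessels (SD, n = 2). For PIEZO2 the log2 fold change was −1.13 (standard error 0.16, adjusted p = 0.0271 from edgeR). CYP26A1, on chromosome 10 from 93073475 to 93077885 (gene ID 1592), had 326 ± 46.2 and 161 ± 20.8 CPM. For CYP26A1 the log2 fold change was −1.02 (standard error 0.15, adjusted p = 0.0315 from edgeR). The other 8 genes had log2 fold changes of −2.31 to −0.75 and adjusted p-values of 0.0568 to 0.331 from edgeR, among them the growth factor FGF9 at −2.31 ± 0.38, CYP26B1 at −1.08 ± 0.18, the heme transporter SLC48A1 at −0.75 ± 0.14 and CYP1A1 at −0.95 ± 0.29. Genes of retinoic acid signalling were lower as a group (1 rose and 1 fell of 34, 1 higher and 8 lower when adjusted over the list alone). The retinoic acid mean was −0.29 (adjusted p = 1.55e-05 from camera, adjusted p = 0.229 with an estimated correlation). Both called genes lost their calls without either treated library, PIEZO2 also without BC1 monolayer replicate 1 (adjusted p = 0.0504 from edgeR) and CYP26A1 also without BC1 monolayer replicate 1 or 2 (adjusted p = 0.0582 and 0.0563 from edgeR). DESeq2 called all of these genes but CYP1A1, and the retinoic acid mean was −0.18 with no filter on low counts.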

### Dynamics of iBMEC monolayers in tissue-engineered microvessels

To study the dynamic response of iBMECs to different perturbations, we performed live-cell imaging of iBMEC-TJs in tissue-engineered microvessels. ZO1 (*TJP1*) is a scaffolding protein that connects transmembrane TJ proteins to the actin cytoskeleton [54], enabling measurements of morphology, motility, and turnover (Fig. 4A, see movie Additional file 4). The dynamic response of these metrics integrates various biological pathways including wound healing and stress responses. Fluorescence imaging revealed that during homeostasis tight junctions were dynamic, with small fluctuations in the position of cell–cell junctions between adjacent cells; most cells were quiescent (~ 97%) during imaging and displayed highly stable morphology (Fig. 4B).

**Fig. 4:**
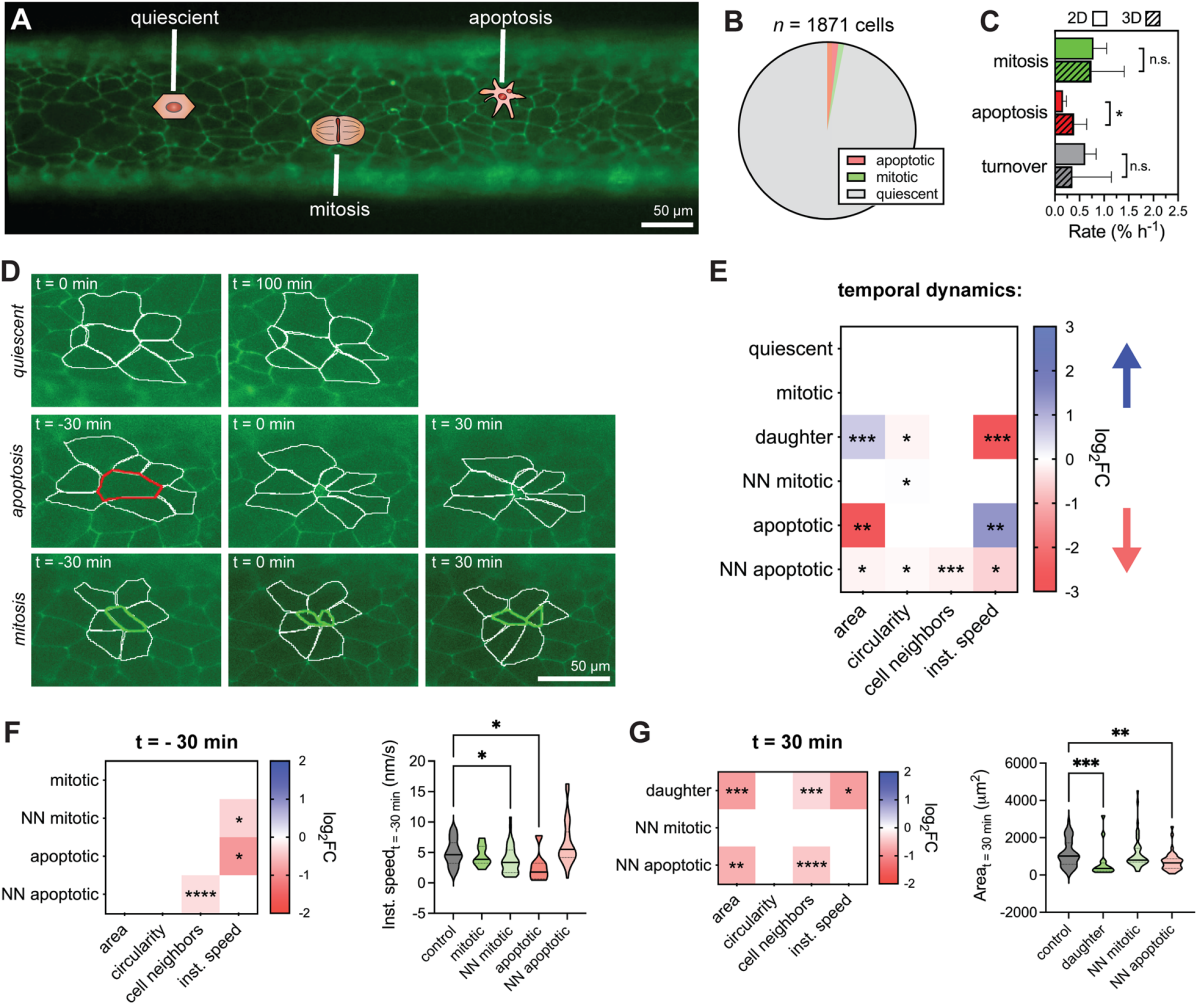
Monolayer dynamics in three-dimensional iBMEC microvessels. **A** Tight junction (TJ)-labeled iBMECs support tracking of monolayer dynamics in real time. **B** Apoptotic, mitotic, and quiescent cell populations identified from imaging of *n* = 1871 cells from *n* = 6 iBMEC-TJ microvessels. **C** Comparison of mitosis, apoptosis, and turnover rates between iBMECs in 3D microvessels (*n* = 7) and 2D monolayers (*n* = 6). Significance analysis performed using a Mann–Whitney test. **D** Apoptotic, mitotic, and quiescent cells are identified from changes in tight junction fluorescence and phase contrast imaging over 100 min for quiescent cells and 60 min for apoptotic and mitotic cells, with an interval of 5 min. **E** Heatmap summarizing morphological changes during imaging. Only squares corresponding to a statistically significance change are shaded by magnitude of change (log_2_FC) and direction of change (blue: increasing over time, red: decreasing over time) labeled with asterisks representing significance as calculated using the maximally significant result between a Wilcoxon matched-pairs signed rank test to compare first and last time points and using an F test to determine if linear regression of the morphological time course displayed a statistically non-zero slope. **F**, **G** Heatmaps comparing morphological metrics of cell types before (t = − 30 min) and after (t = 30 min) cellular events. Only squares corresponding to a statistically significant comparison are shaded by magnitude of change (log_2_FC) and direction of change (blue: higher than quiescent cells, red: lower than quiescent cells) labeled with asterisks representing significance calculated using a Kruskal–Wallis test and post hoc Dunn’s multiple comparisons test relative to quiescent cells. Specific violin plots of interest are also shown. Data are presented as mean ± SD. *NN* nearest neighbor. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. See also Additional file 1: Figs. S8–S10 and Additional file 3; all analysis conducted on TJ-labeled iBMECs

Apoptotic cells were visible based on nuclear fragmentation and formation of apoptotic bodies under phase contrast imaging, and subsequent cell collapse under fluorescence imaging (*t* = 0 defined as end of cell collapse) (Additional file 1: Fig. S8A). Mitotic cells were visible based on chromosomal alignment and separation under phase contrast imaging, and cytokinesis under fluorescence imaging (t = 0 defined as separation of daughter cells via tight junction) (Additional file 1: Fig. S8B). In homeostasis, the net monolayer turnover was very low (typically < 0.5% h^−1^). Interestingly, while rates of mitosis and turnover were similar between 2D and 3D culture (*p* > 0.05), apoptosis was higher in the 3D microenvironment (*p* = 0.0140) (Fig. 4C, Additional file 1: Fig. S8A-B), possibly related to enrichment of apoptosis-related genes from GSEA. 

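In the RNA sequencing libraries, genes of p53 and apoptosis passed camera as higher in microvessels at its preset correlation and not with an estimated one, and cell cycle genes were not higher. Of 38 genes of p53 and apoptosis, 5 rose and 1 fell at an adjusted p under 0.05 from edgeR (17 higher and 1 lower when adjusted over the list alone). The list had a mean log2 fold change 0.53, adjusted p = 1.44e-10 from camera, adjusted p = 0.0971 with an estimated correlation. PMAIP1, which encodes the pro-apoptotic protein NOXA and lies on chromosome 18 of GRCh38 from 59899996 to 59904305 (gene ID 5366), went from 2.81 ± 1.18 to 7.17 ± 1.15 CPM in WTC (SD, n = 3) and from 8.96 ± 0.461 to 30.6 ± 8.71 CPM in BC1 (SD, n = 2). For PMAIP1 the log2 fold change was 1.52 (standard error 0.24, adjusted p = 0.00915 from edgeR). TP73, a transcription factor of the p53 family on chromosome 1 from 3652516 to 3736201 (gene ID 7161), fell by 1.38 (standard error 0.19, adjusted p = 0.00451 from edgeR). Of 47 cell cycle genes, none was called in edgeR either over all genes or over the list alone. The cell cycle mean was −0.17 (adjusted p = 0.000740 from camera, adjusted p = 0.443 with an estimated correlation). The member with the smallest p was E2F1, a transcription factor of entry into S phase, at −0.66 ± 0.19. The cell cycle mean was 0.01 in WTC alone and −0.43 in BC1 alone, and its call was lost without BC1 microvessel replicate 2 (mean −0.07, adjusted p = 0.158 from camera).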

Rates of apoptosis, mitosis, and turnover are not statistically significantly different between measurements based on phase contrast (as previously utilized [27]) or ZO1 fluorescence (*p* > 0.05 for all comparisons). In addition, imaging during permeability measurements showed that iBMECs were able to reorganize their junctions to maintain paracellular barrier function during apoptosis and mitosis, thereby preventing transient leakage.

We recorded the morphology of 7 quiescent, 8 mitotic, and 7 apoptotic cells along with all their nearest neighbors (NN) and progeny (*n* = 151 cells) with 5-min resolution for 30 min before and after these events (*t* = 0 defined above) (Fig. 4D, Additional file 1: Fig. S9, Data S2). From principal component analysis (PCA), we found that monolayer dynamics were dependent on four key parameters: (1) cell size (area/perimeter), (2) cell shape (circularity/aspect ratio), (3) cell motility (instantaneous speed), and (4) number of cell neighbors (local density of cells in a monolayer) (Additional file 1: Fig. S8C). Although the number of cell neighbors was highly correlated with cell area, there were distinct contributions of cell neighbors to single cell morphology warranting inclusion as a separate metric.

Mitotic cells displayed no changes in morphology prior to formation of daughter cells (*p* > 0.05 for all metrics). Daughter cells increased in size following division, while the circularity and instantaneous speed decreased. The nearest neighbors of mitotic cells displayed a decrease in circularity over the 60-min period encompassing 30 min before and after cytokinesis. Apoptotic cells displayed loss of area and perimeter, as well as an increase in instantaneous speed. Interestingly, the nearest neighbors of apoptotic cells displayed the most substantial morphological changes highlighting their important role in barrier maintenance. During apoptosis, the nearest neighbors displayed a reduction in area (*p* = 0.0144), showing that they did not contribute to compensation of the loss of monolayer area. This observation implies that more distant cells must increase in area and push the nearest neighbors into the area lost by the apoptotic cell. The extrusion of apoptotic cells has been reported for epithelial monolayers [55]. Additionally, the nearest neighbors of apoptotic cells displayed reduced circularity, number of cell neighbors (as a neighbor was lost by the end of apoptosis), and highly dynamic instantaneous speeds that were increased after the point of cell collapse but reduced at 30 min after apoptosis compared to 30 min before (*p* = 0.0117, < 0.0001, and 0.0249, respectively) (Additional file 1: Fig. S9). The decrease in circularity of the nearest neighbors suggests that weakening the shared junction with the apoptotic cell leads to asymmetry and elongation perpendicular to the radial direction from the defect.

Having identified the characteristics of quiescent, mitotic, and apoptotic cells, and their nearest neighbors, we next compared morphological metrics between cell types before and after these events (Fig. 4F, G, Additional file 1: Fig. S10). Prior to mitosis or apoptosis (*t* = − 30 min), cells generally displayed similar morphology, however, apoptotic cells and nearest neighbors to mitotic cells displayed lower instantaneous speed (*p* = 0.0459 and 0.0379, respectively), suggesting that changes in cell motility precede these events (Fig. 4F). Interestingly, neighbors of apoptotic cells displayed fewer neighboring cells themselves (*p* < 0.0001), suggesting that apoptosis occurred preferentially in local regions of low cell density. After apoptosis or mitosis (*t* = 30 min), daughter cells and nearest neighbors of apoptotic cells displayed distinct morphology compared to quiescent cells (Fig. 4G, Additional file 1: Fig. S8). Daughter cells remained smaller and displayed lower instantaneous speed (*p* = 0.0003 and 0.0211, respectively), while nearest neighbors of apoptotic cells remained smaller and had fewer cell neighbors (*p* = 0.0064 and < 0.0001, respectively).

### iBMEC microvessel response to physical insult by laser ablation

After defining the hallmarks of iBMEC turnover during homeostasis, we next explored the response of microvessels to physical insult. Various processes can lead to vascular injury, including stroke (e.g., rupture/occlusion), neurodegenerative disease (e.g., cerebral amyloid angiopathy), or as a result of treatment (e.g., radiotherapy) [56]. Laser ablation was used to introduce small defects (5—10 cells) into iBMEC microvessels, resulting in Evans Blue extravasation at the wound site (Fig. 5A), similar to the extravasation of blood components observed in mouse models following laser ablation of sub-cortical vessels [57]. The speed of wound healing was very similar between 2D and 3D (τ = ~ 19 and ~ 16 min, respectively). In 3D microvessels, complete defect recovery occurred over ~ 2 h, during which we tracked the wound area and the dynamics of individual cells bordering the wound (Fig. 5B, C; Additional file 1: Fig. S11A, see Additional file 5). Following closure, cell debris was moved to the center of the defect forming a visible scar that persisted for a further 2–4 h (Fig. 5B), however, after 24 h there was no visible evidence of the wound. As there was no change in the rates of apoptosis, mitosis, and turnover between ablated microvessels and homeostatic controls (*p* = 0.414, 0.287, and 0.466, respectively), repair occurred through a combination of cell migration to the defect and an increase in area of the surrounding cells. Indeed, from cell tracking, we found that cells within ~ 7 near neighbors of the wound displayed directed migration towards the wound centroid (Additional file 1: Fig. S11B, C). This contrasts with apoptosis where cells beyond the first nearest neighbors displayed negligible directed motion (Fig. 5D). Additionally, we observed an approximately 15% increase in average cell area after wound closure (p = 0.0010, Mann–Whitney test) (Fig. 5E, Additional file 1: Fig. S13A, B). As the wounds comprised on average ~ 13% of the initial imaging frame, this confirms that compensation of lost area occurs predominately via increases in cell size, not proliferation. The number of the smallest cells per unit area (histogram bin: 50–150 µm^2^) was reduced by more than two-fold following wound closure, suggesting that primarily small cells increase their area to compensate for area lost from the monolayer (Fig. 5E). The cells immediately neighboring the wound displayed no change in area (p = 0.6095, Wilcoxon test), but did display decreasing speed (p < 0.0001, Wilcoxon test), indicating that repair was mediated at the monolayer level (Fig. 5F, Additional file 1: Fig. S12B, C).

**Fig. 5:**
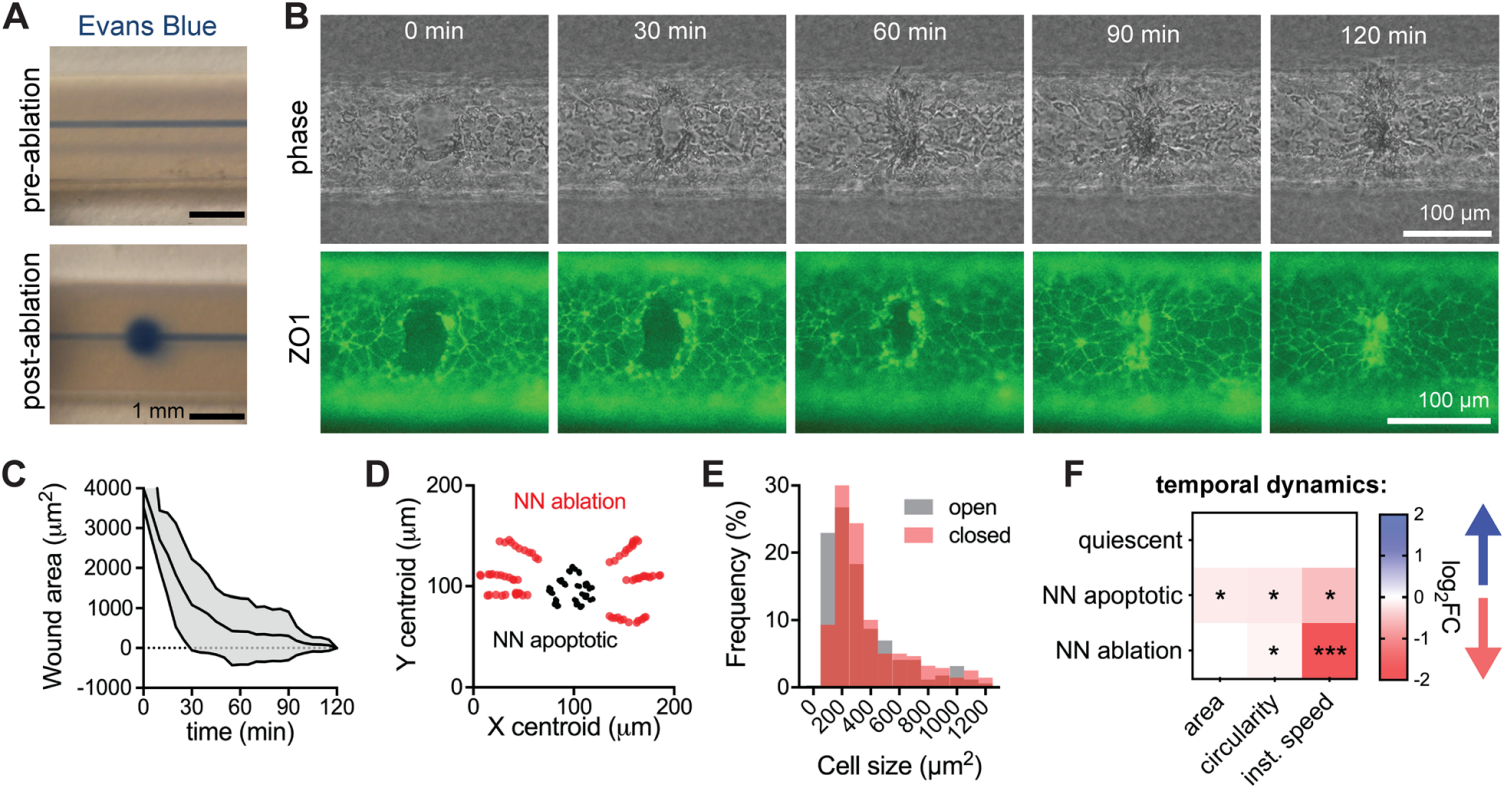
Response of three-dimensional iBMEC microvessels to physical injury. **A** Representative photographs of Evans Blue leakage induced by laser ablation of an area corresponding to 5–10 cells. **B** Live-cell imaging of TJ-labeled iBMEC microvessel recovery following laser ablation. **C** Time course of wound size (*n* = 4 microvessels). **D** Centroid tracking of cell neighbors surrounding a wound during healing (red dots), as well as cell neighbors of an apoptotic cell (black dots). Cell neighbors of ablation display directed migration towards the centroid of the wound. **E** Cell size distribution immediately after ablation and following wound closure of a total monolayer area of 35,000 µm^2^ (*n* = 353 cells in open wound and *n* = 290 cells in closed wound). **F** Heatmap comparing changes in cell morphology of nearest neighbors surrounding a wound during healing, relative to quiescent cells and neighbors of an apoptotic cell. Only squares corresponding to a statistically significant change are shaded by magnitude of change (log_2_FC) and direction of change (blue: increasing over time, red: decreasing over time) labeled with asterisks representing significance as calculated using the maximally significant result between a Wilcoxon matched-pairs signed rank test to compare first and last time points and using an F test to determine if linear regression of the morphological time course displayed a statistically non-zero slope. Data are presented as mean ± SD. *p < 0.05, **p < 0.01, and ***p < 0.001. See also Additional file 1: Figs. S11–S13; all analysis conducted on TJ-labeled iBMECs

### iBMEC microvessel response to chemical injury

Diverse chemical perturbations are capable of modulating BBB function. To understand mechanisms of chemical injury, we exposed iBMEC microvessels to menadione and melittin. Menadione is a naturally occurring compound that can generate intracellular reactive oxygen species (ROS) and induce oxidative stress [58]; melittin is a membrane active peptide that can increase the permeability of cellular barriers [59]. While both menadione and melittin result in rapidly reduced TEER in Transwells, the mechanisms of barrier loss are not well characterized. Within 3D microvessels, we modeled chronic BBB injury by perfusion with 1 mM menadione and acute BBB injury by 10-min exposure to 10 μM melittin (Fig. 6A, B). Using simultaneous phase contrast and fluorescence imaging we tracked microvessel structure, paracellular barrier properties, and tight junction dynamics.

**Fig. 6:**
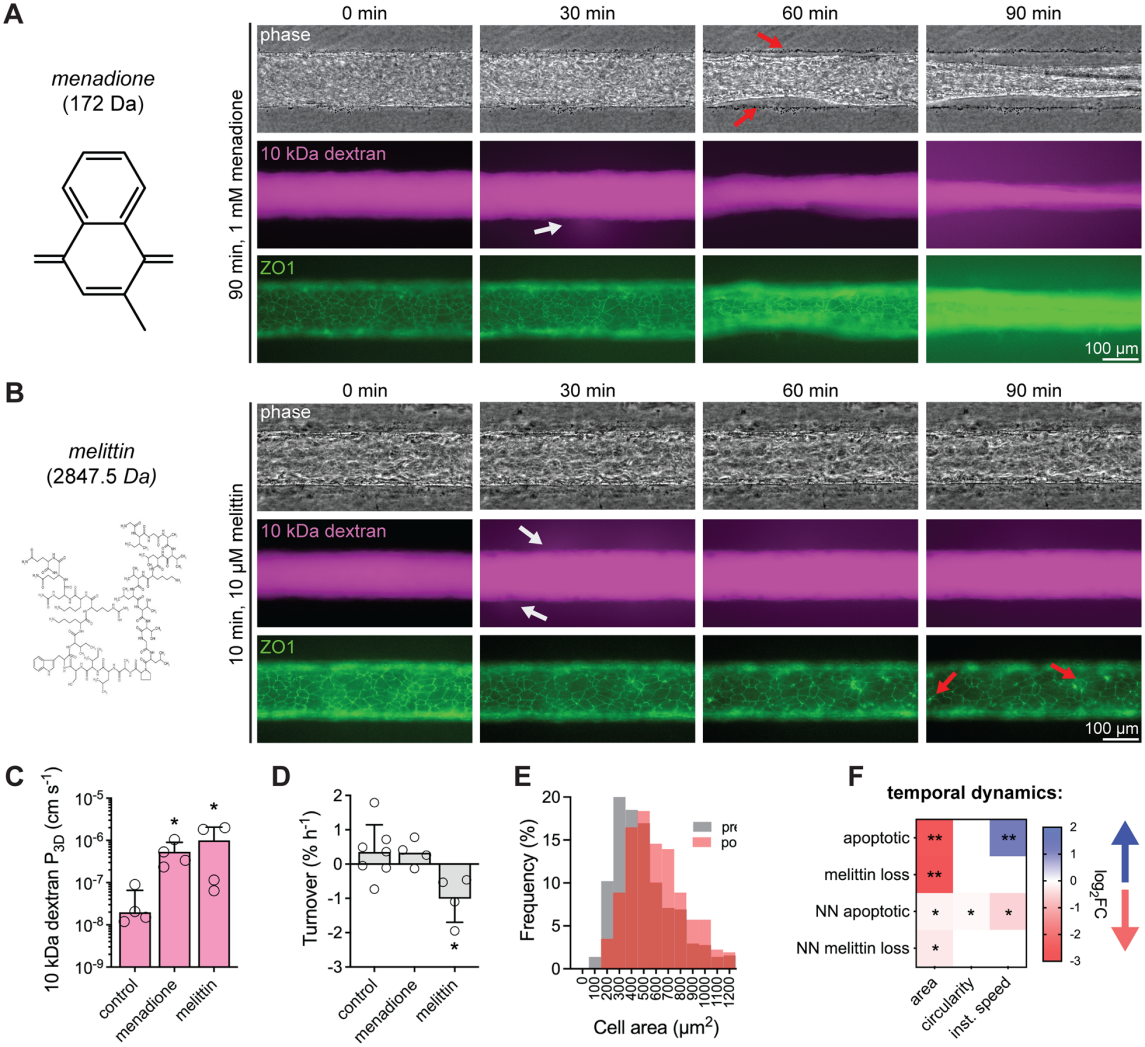
Response of three-dimensional iBMEC microvessels to chemical injury. **A**, **B** Real-time imaging of iBMEC microvessels in response to perfusion with menadione or melittin. **A** Red arrows indicate delamination of the endothelium and white arrows denote sites of leakage of 10 kDa dextran. **B** Red arrows indicate cell collapse and white arrows denote sites of leakage of 10 kDa dextran. **C**, **D** Comparison of 10 kDa dextran permeability and cell turnover between control, menadione-exposed, and melittin-exposed iBMEC microvessels (*n* = 4 or more). Significance analysis performed using a Kruskal–Wallis test and post hoc Dunn’s multiple comparisons test relative to control. **E** Cell size distribution before and after melittin exposure (*n* = 581 cells pre-melittin and 329 cells post-melittin). **F** Heatmap comparing changes in cell morphology for apoptotic cells and cell loss induced by melittin exposure, as well as their respective nearest neighbors (*NN*). Only squares corresponding to a statistically significant change are shaded by magnitude of change (log_2_FC) and direction of change (blue: increasing over time, red: decreasing over time) labeled with asterisks representing significance as calculated using the maximally significant result between a Wilcoxon matched-pairs signed rank test to compare first and last time points and using an F test to determine if linear regression of the morphological time course displayed a statistically non-zero slope. Data are presented as mean ± SD. *p < 0.05, **p < 0.01, and ***p < 0.001. See also Additional file 1: Figs. S12, S13; all analyses conducted on TJ-labeled iBMECs

Both menadione and melittin increased permeability of 10 kDa dextran (Fig. 6A–C) (*p* = 0.0318 and 0.0411), but with distinct modes of disruption: menadione induced delamination of the endothelium and partial collapse of the microvessel, whereas melittin induced cell loss from the endothelium (Fig. 6A, B). Endothelial turnover was dramatically increased by melittin (*p* = 0.0158), but not menadione exposure (*p* = 0.9584) (Fig. 6D). The increase in turnover in response to melittin was due to an ~ threefold increase in cell loss (*p* = 0.0053) while the mitosis rate was unchanged (*p* = 0.3968). The cell loss due to melittin exposure resulted in a redistribution of cell area (Fig. 6E, Additional file 1: Fig. S13C, D); before melittin exposure the average cell area was ~ 500 μm^2^, while after melittin exposure the cell area increased to ~ 600 μm^2^ (*p* < 0.0001, Mann–Whitney test). In contrast to apoptotic cells, there was no change in instantaneous speed of lost cells in response to melittin, and no changes in circularity or instantaneous speed for neighbors of lost cells (Fig. 6F). Additionally, we tracked individual cell size and circularity finding that cells lost during melittin exposure had similar area (*p* = 0.7696), but lower circularity (*p* < 0.0001) compared to the entire monolayer (Additional file 1: Fig. S13E). The average cell area in the monolayer was also observed to be predictive of melittin response (*r*^*2*^ = 0.9214) (Additional file 1: Fig. S13F).

## Discussion

iPSC-derived BMEC-like cells (iBMECs) in 2D monolayers recapitulate aspects of BBB function, however, gene expression profiles suggest a component of epithelial identity. One approach to overcome this limitation is to reprogram iBMECs using ETS transcription factors. Although this results in gene expression profiles resembling primary, immortalized, and iPSC-derived endothelial cells (iECs), it results in significant loss of paracellular barrier function compared to iBMECs [23]. Thus, a grand challenge remains in achieving high transcriptomic similarity to human BMECs while maintaining key phenotypic characteristics of the BBB. Here, we explore how cues associated with the 3D microenvironment including direct cell–cell and cell-ECM interactions, shear stress, and cylindrical geometry augment iBMEC phenotype. We found that 3D microenvironment: (1) decreased paracellular permeability, (2) induced gene expression changes distinct from shear stress alone, including increased endothelial gene expression, and (3) enhanced angiogenic and cytokine responses. Additionally, using our 3D microvessel model we demonstrated cell–cell interactions with pericytes and conducted real-time imaging of solute permeability and tight junction dynamics across a range of perturbations.

Within 3D microvessels, Lucifer yellow permeability was ~ 2 × 10^–7^ cm s^−1^, matching permeability values in animal models [60], and approximately tenfold lower compared to 2D models. Interestingly, improved paracellular barrier function in 3D was not associated with upregulation of tight junctions, suggesting that this effect is mediated by other changes in gene and protein expression or by experimental differences (see Additional file 1: Note S4). 

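Of 31 tight junction genes measured in iBMECs, 1 rose in microvessels and none fell at an adjusted p under 0.05 from edgeR (2 higher and 1 lower when adjusted over the list alone). The gene that rose was CLDN11, a claudin on chromosome 3 of GRCh38 from 170418868 to 170434691 (gene ID 5010), from 0.890 ± 0.453 to 6.16 ± 4.53 CPM in WTC (SD, n = 3) and from 5.91 ± 0.471 to 29.0 ± 16.4 CPM in BC1 (SD, n = 2). For CLDN11 the log2 fold change was 2.58 (standard error 0.43, adjusted p = 0.0118 from edgeR). CLDN19, a claudin outside the list, fell by 1.60 (standard error 0.26, adjusted p = 0.0115 from edgeR). The junction genes with the next smallest p, ESAM, MAGI3 and TJP3, had log2 fold changes of 2.04 ± 0.56, −0.58 ± 0.16 and −0.43 ± 0.16, with adjusted p-values of 0.101 to 0.211 from edgeR. Over the list the mean was 0.13 (adjusted p = 0.705 from camera). In simulated libraries of this size and spread, the test found 42 of 100 genes changed 2-fold and 79 of 100 changed 4-fold. From the absence of a rise in junction genes, the paper proposes that other changes, or differences in the experiments, underlie the tighter barrier.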

Endothelial gene expression was enriched in 3D, while shear stress alone did not exert these effects [28]. An important functional implication of these changes is that 3D iBMEC microvessels displayed bFGF-induced angiogenic sprouting and TNFα-induced immune cell adhesion, which have been inconsistently reported in 2D iBMEC models. GSEA suggested other unique phenotypes of iBMECs in 3D, which were distinct from the effects of shear stress. Although iBMECs in 3D microvessels exhibited some functional similarities to the human BBB, they still possess a component of epithelial identity (*EPCAM*, *CLDN6*, *CLDN3*, *CDH4*) and express lower levels of several endothelial transcripts (*PECAM1*, *CLDN5*, *TIE1*, *CDH5*) than primary, immortalized, and iPSC-derived endothelial cells (Additional file 1: Fig. S6). However, the increased barrier strength of iBMECs (compared to primary and immortalized BMECs) cannot only be ascribed to epithelial identity, as MDCK epithelial cells, which have been the workhorse in BBB research since the 1970s, exhibit low TEER values (typically around 200 Ω cm^2^) [61]. 

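In WTC microvessels, EPCAM and CLDN6 were abundant, the endothelial transcripts CLDN5 and PECAM1 were at or near the floor and TIE1 was low, the reverse of iECs. EPCAM, an epithelial adhesion molecule on chromosome 2 of GRCh38 from 47369311 to 47387020 (gene ID 4072), had 393 ± 30.7 CPM in microvessels (SD, n = 3), 1.59 ± 0.0170 CPM in iECs and 0.134 ± 0.103 CPM in HDMECs (SD, n = 2 each). CLDN6, a claudin of embryonic epithelia on chromosome 16 from 3014712 to 3018183 (gene ID 9074), had 824 ± 149.5, 0.170 ± 0.0992 and 0.0303 ± 0.0429 CPM, and CLDN3 19.9 ± 3.23, 1.17 ± 0.163 and 0.229 ± 0.0662 CPM. CDH4, which encodes R-cadherin, had 3.71 ± 1.53, 31.3 ± 12.2 and 22.5 ± 0.868 CPM. Between microvessels and iECs its log2 fold change was −3.07 (standard error 0.36, adjusted p = 5.60e-07 from edgeR). CLDN5 had 0.0406 ± 0.0702 CPM in microvessels, 632 ± 124 CPM in iECs and 554 ± 48.0 CPM in HDMECs. TIE1, on chromosome 1 from 43300982 to 43323108 (gene ID 7075), had 2.30 ± 1.72, 1309 ± 91.3 and 1058 ± 143 CPM. Of these endothelial transcripts CDH5 was nearest to the level of endothelial cells, at 126 ± 58.1 CPM in microvessels. From iECs it had a log2 fold change of −4.97 (standard error 0.76, adjusted p = 2.68e-05 from edgeR), and PECAM1 was at 0.0799 ± 0.0817 CPM. BC1 microvessels had 47.5 ± 13.4 CPM of CDH5, 7.96 ± 2.71 of TIE1, 0.697 ± 0.560 of PECAM1 and 1151 ± 42.2 of CLDN6 (SD, n = 2). From these transcripts, the paper states that iBMECs in microvessels keep a component of epithelial identity.

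**Figure D6:**
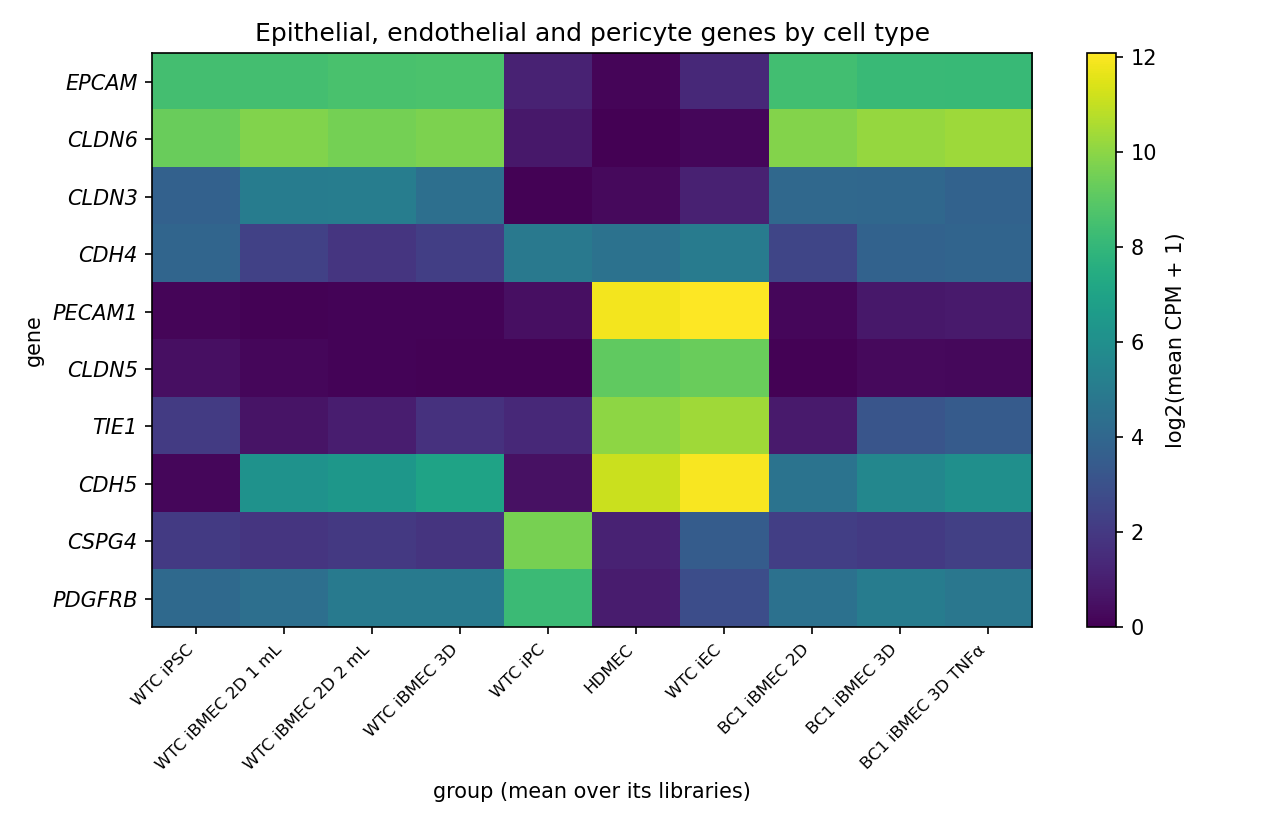
Expression of 10 genes (vertical axis) in each of the 10 groups (horizontal axis), as the log2 of the group's mean CPM plus 1 (color scale). EPCAM, CLDN6 and CLDN3 are high in iPSCs and iBMECs, PECAM1, CLDN5, TIE1 and CDH5 in HDMECs and iECs, and CSPG4 and PDGFRB in iPCs.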

3D microenvironment was not found to change epithelial gene expression, while overexpression of ETS TFs to promote endothelial identity does dramatically downregulate epithelial transcripts [23]. Thus, synergistic approaches using co-cultured cell types, microenvironmental cues, and brain-specific TF overexpression will likely be key to improved physiological relevance of BBB models.

In addition to providing cues for promoting BBB phenotype, incorporating iBMECs into a 3D microenvironment enables real-time imaging of a diverse range of processes at the single-cell level. From live-cell imaging of tight junctions, we were able to study the cooperative behavior of iBMECs in confluent monolayers. While traditional techniques to probe tight junction dynamics (e.g., immunocytochemistry) display poor temporal resolution, we were able to map tight junction dynamics during all stages of turnover and in response to physical and chemical insult. Additionally, simultaneous measurements of permeability with high spatial resolution enabled direct correlation to change in tight junction dynamics. The processes of apoptosis and mitosis were associated with distinct morphological changes of the cell as well as its neighboring cells, where the underpinnings of these cellular changes were distinct during physical and chemical injury. Notably, the turnover dynamics (Additional file 1: Fig. S12A) and response of neighbors of cells lost from the endothelium (Additional file 1: Fig. S12B, C) were unique across modes of injury. Lost area due to apoptosis in homeostatic microvessels was not directly compensated by increased area of neighboring cells, while during wound healing loss of area was compensated by an increase in area of surrounding cells with small initial area. Contrastingly, in response to melittin exposure there was a dramatic increase in cell area across the monolayer which was associated with cell loss and increased paracellular leakage. A current limitation of our model is that the extent to which tight junction dynamics are dependent on the epithelial identity of iBMECs is unknown.

3D models also enable incorporation of other cell types with physiological cell–cell interactions that are not possible in Transwell systems. Previously, we have shown that co-culture of pericytes in 3D iBMEC microvessels does not change solute permeability [62]. However, here we observed that pericyte co-culture modulated other phenotypes including angiogenic and cytokine responses. Matching in vivo observations [63], we found that pericytes increased the density of angiogenic sprouts from iBMEC microvessels. While in vivo work in pericyte-deficient mice found that pericytes limit leukocyte infiltration in the absence of TNFα exposure [48], here, we found that pericytes increased the magnitude of TNFα-induced immune cell adhesion, while maintaining low levels of adhesion under baseline conditions. These results suggest that pericytes can alter properties of the BBB beyond barrier function, and may guide when pericyte co-culture is critical for in vitro applications.

In summary, through comparison of gene expression and functional properties of iBMECs in 2D monolayers and in 3D tissue-engineered microvessels, we show how microenvironmental cues promote BBB phenotype, including enhanced endothelial identity, angiogenic response, and cytokine response, which extends the repertoire of experiments possible using iBMECs. Despite the mixed endothelial and epithelial identity, iBMECs in 3D microenvironments provide a powerful tool for studies of the BBB, and could in the future be combined with other chemical or transcription factor overexpression approaches. Specifically, we applied iBMECs in 3D microvessels to enable detailed visualization and analysis of tight junction dynamics during homeostasis, wound repair, and chemical injury. Our results present new insight into how monolayers of brain microvascular endothelial cells cooperatively respond to mitosis and apoptosis events, as well as to physical or chemical insult.

## Methods

### Cell culture and characterization

BMEC-like cells (iBMECs) were differentiated based on published protocols (see Additional Experimental Procedures) [22, 53] from three isogenic WTC iPSC lines (Allen Cell Institute) [64]: enhanced green fluorescence protein (EGFP)-labeled zona occludens-1 (ZO1) (iPSC-TJ), red fluorescence protein (RFP)-labeled plasma membrane (iPSC-PM), and EGFP-labeled β-actin (iPSC-ACTB). These iPSCs correspond to cell line IDs: AICS-0023 cl.20, AICS-0054 cl.91, and AICS-0016 cl.184, respectively. We note that fluorophore labeling may influence cell dynamics [65]. Additional experiments were conducted on non-isogenic BC1 iBMECs [22, 53]. Differentiations in which peak TEER values were below 1500 Ω cm^2^ (< 10% frequency) were excluded from analysis. Isogenic iPSC-derived endothelial cells (iECs) were differentiated using *ETV2* modRNA following published protocols [41]. The iECs were cultured in endothelial cell growth medium 2 kit supplemented into basal media (except hydrocortisone, Lonza) with 1 × GlutaMax (ThermoFisher) and 10 μM SB431542 (Selleckchem). Brain pericyte-like cells (iPCs) were derived through a neural crest intermediate using published protocols (see Additional file 1: Additional Methods) [50]. The iPCs were cultured in E6 media (StemCell Technologies) supplemented with 10% FBS and routinely passed using Accutase at 1:5 on tissue-cultured treated surfaces. Primary neonatal human dermal microvascular endothelial cells (HDMECs: Lonza) were cultured in MCDB 131 (Caisson Labs, Carlsbad, CA) supplemented with 10% heat inactivated fetal bovine serum (Sigma), 25 mg mL^−1^ endothelial mitogen (Biomedical Technologies), 2 U mL^−1^ heparin (Sigma), 1 μg mL^−1^ hydrocortisone (Sigma), 0.2 mM ascorbic acid 2-phosphate (49,752, Sigma), and 1% penicillin- streptomycin-glutamine (ThermoFisher). The details of cell culture, differentiation, barrier assays, and recordings of glucose and oxygen levels during iBMEC differentiation are provided in Additional file 1: Additional Methods.

### Microvessel fabrication and imaging

3D microvessels were fabricated similar to previously reported methods [53]. Briefly, 150 μm diameter channels were patterned in: (1) 7 mg mL^−1^ collagen I crosslinked with 20 mM genipin and then coated overnight with 50 μg mL^−1^ human placental collagen IV (Sigma) and 25 μg mL^−1^ fibronectin from human plasma (Sigma), or (2) 6 mg mL^−1^ collagen I and 1.5 mg mL^−1^ Matrigel. Channels were connected to inlet and outlet ports within a PDMS-based microfluidic device to control flow rates and shear stress, with perfusion maintained by a gravity driven flow system achieving average flow rates of ~ 0.25 mL h^−1^. iBMECs (differentiated using 1 mL media protocols) and iECs were seeded into the channels and allowed to adhere for 30 min before initiating perfusion. To form co-cultured microvessels, iPCs were seeded into the channels and perfused at 1 dyne cm^−2^ for 24 h prior to seeding iBMECs. 10× epifluorescence images were obtained using an inverted microscope (Nikon Eclipse Ti-E), with illumination was provided by an X-Cite 120LEDBoost (Excelitas Technologies). Time lapse images were acquired every 2 or 5 min depending on the experiment, in an environmental chamber maintained at 37 °C and 5% CO_2_.

Fluorescence images at the microvessel midplane were acquired every two minutes before (10 min total) and after solute perfusion (60 min total). Filter cubes (Chroma 39008 and Chroma 41008) were used to independently capture Lucifer yellow (20 ms exposure) and Alexa Fluor-647-conjugated dextran (200 ms exposure), used at concentrations matching 2D assays (see Additional file 1: Additional Methods). Images were collected as ten adjacent frames corresponding to a total image area of 8.18 mm × 0.67 mm. ImageJ was used to plot fluorescence intensity profiles over 70 min (36 frames). Permeability (P) = (r/2)(1/ΔI)(dI/dt)_0_, where r is the microvessel radius, ΔI is the increase in fluorescence intensity due to luminal filling, and (dI/dt)_0_ is the rate of fluorescence intensity increase (calculated over 60 min) [66]. Images were segmented into ten adjacent regions-of-interest (ROIs), where the permeability is reported as the mean value of the five adjacent frames surrounding the minimum to minimize artifacts from interstitial dye entering the matrix from inlet and outlet ports during imaging. For details of permeability calculations see Additional file 1: Note S4.

### Immunocytochemistry

For 2D experiments, iBMECs were seeded at 250,000 cells cm^−2^ on borosilicate cover glass slides (Thermo Scientific); for 3D experiments, iBMECs were seeded as described above. Two days later, cells were washed with phosphate-buffered saline (PBS; ThermoFisher), fixed with ice-cold methanol for 15 min, and blocked with 10% goat serum (Cell Signaling Technology) or 10% donkey serum (Millipore Sigma), supplemented with 0.1% Triton X-100 (Millipore Sigma) for 30 min. Primary antibodies were exposed overnight at 4C with details listed in Additional file 1: Table S2. After three washes with PBS, cells were treated with Alexa Flour-647 and Alexa Flour-488 secondary antibodies (Life Technologies) diluted 1:200 in blocking buffer for 1 h at room temperature. Nuclei were stained using 1 μg mL^−1^ DAPI (ThermoFisher). Confocal images were acquired using a 40× objective (#MRD77410, Nikon) on a swept field confocal microscope system (Prairie Technologies) with illumination provided by MLC 400 monolithic laser combiner (Keysight Technologies). Using a slit size of 0.22 μm, approximately four hundred 0.4 μm slices were acquired to fully reconstruct microvessel cross-sections. Control images were also collected without primary antibody to confirm fluorescence above non-specific background. Semi-quantitative analysis of protein levels between 2 and 3D was calculated based on the ratio of immunofluorescence between 3 and 2D, and normalized to the ratio of nucleus fluorescence (by DAPI staining) between 3 and 2D, and normalized by endothelial surface area.

### Bulk RNA sequencing

RNA was collected two days after subculture or passaging. Cells were washed with PBS and lysed using RLT buffer supplemented with 1% β-mercaptoethanol. Lysates were eluted with RNase-free water after purification using a RNeasy Mini Kit (Qiagen) and DNase I digestion, following manufacturer instructions. All samples had an RNA integrity number > 8.4 as measured by an Agilent 2100 bioanalyzer. Total RNA was subjected to oligo (dT) capture and enrichment, and the resulting mRNA fraction was used to construct cDNA libraries (performed by Novogene). Sequencing was carried out on an Illumina NovaSeq platform (performed by Novogene) with paired end 150 bp reads, generating approximately 20 million paired reads per sample. The R (v4.0.1) package Rsubread (v2.0.1) was used for raw read alignment and for read quantification to the reference human genome (GRCh38) [67]. The R package DESeq2 (v1.28.1) was used for normalization, visualization, and differential analysis [68]. Raw reads were normalized using the DESeq2 variance stabilizing regularized logarithm (rlog) transformation prior to calculation of Euclidean sample distances, Spearman correlation coefficients, and principal component analysis (PCA). Differentially expressed genes (DEGs) were determined using the Wald test with Benjamini–Hochberg correction, where adjusted *p* values < 0.05 was considered statistically significant. Pathway enrichment analysis was conducted via genome-wide ranked list comparisons using Gene Set Enrichment Analysis (GSEA, v4.1.0) for the Molecular Signatures Database (MSigDB) hallmark gene sets with 1000 permutations and a false discovery rate < 0.25; normalized enrichment score (NES) was calculated by the software [37, 69]. Plots were all formatted using the R packages ggplot2 (v3.3.2), ggrepel (v0.8.2), pheatmap (v1.0.12), and RColorBrewer (v1.1-2). Published bulk transcriptomes were obtained from the NCBI Gene Expression Omnibus (GEO) (see Additional file 1: Table S1).

### Quantifying angiogenic and cytokine response

To probe angiogenic response, microvessels with and without pericytes were formed on 6 mg mL^−1^ collagen I and 1.5 mg mL^−1^ Matrigel hydrogels. As a static control, microspheres were seeded with iBMECs and embedded within hydrogels as previously reported [51]. After 48 h treatment with 20 ng mL^−1^ bFGF (R&D Systems), sprouts were manually counted in ImageJ and sprout length calculated as the total length of sprouts per unit area of endothelium.

To probe cytokine responses, microvessels with and without pericytes were formed in 7 mg mL^−1^ collagen I crosslinked with 20 mM genipin. THP-1 (ATCC^®^ TIB-202™), a human leukemia monocytic cell line [70], were grown in suspension with RPMI-1640 Medium (Sigma) supplemented with 10% fetal bovine serum (Sigma) and 1% penicillin–streptomycin. Cells were labeled with 1 μM CellTracker™ Red CMTPX Dye (ThermoFisher) in serum-free media for 20 min, and then resuspended at 1 × 10^6^ cells mL^−1^ in complete media. Microvessels with and without 24 h treatment with 5 ng mL^−1^ human recombinant TNFα (R&D Systems), were perfused with THP1s under low shear stress (~ 0.2 dyne cm^−2^) for 10 min, and then washed out using higher shear stress (~ 2 dyne cm^−2^). As a 2D control, iBMECs monolayers were exposed to THP1s matching microvessel conditions, with washout mimicked by conducting three gentle media washes. Adherent immune cells were manually counted in ImageJ and normalized to unit area of endothelium. Bulk RNA was extracted from microvessels 24 h after 5 ng mL^−1^ TNFα exposure.

### Quantifying tight junction dynamics

Images were collected every 5 min of Hoescht-33342 (ThermoFisher)-labeled nuclei, EGFP-labeled ZO1, and phase contrast. Endothelial cell dynamics within the monolayer were quantified using previously developed tools in ImageJ (NIH) [53, 71]. From a total of 1,871 cells, all apoptotic and mitotic cells with 30 min of imaging before and after these events were included in analysis; control cells were randomly selected. Using ZO1 traces, cell area (µm^2^), perimeter (µm), circularity, aspect ratio, and centroid location of individual cells were then calculated from freehand tracings of cell boundaries. The number of nearest cell neighbors were manually counted based on based edges of tight junction expression. Instantaneous cell speed (nm s^−1^) was calculated from the change in the location of the centroid of the cell divided by elapsed time. The cell speed in the x-direction (along the length of the vessel and in the direction of flow) was determined from the total change in position in the x-direction divided by elapsed time. Results were validated across independent researchers to confirm robustness (Additional file 1: Fig. S8D). PCA was conducted using the “prcomp” function in the R stats package (v 3.6.2). Metrics were first shifted to be zero-centered and scaled to have unit variance. Contributions of morphological metrics to principal components 1–4 were quantified using the squared cosine metric (Additional file 1: Fig. S8C).

### Modeling physical and chemical injury

Laser ablation was conducted via 90 s irradiation at 2100 mW using the 750 nm line of an LSM 510 laser scanning microscope (Zeiss), where a rectangular prism (50 µm width × 150 µm length × 20 µm height) at the bottom plane of microvessels was irradiated. For 2D studies, iBMEC monolayers were scratched with a pipette tip to achieve a similar defect area. The defect area (µm^2^) was determined by tracing the perimeter of the wound at each time point. Barrier function was also assessed following perfusion with 0.0683% w/v Evans blue (in medium), matching concentrations in the bloodstream of adult mice dosed at 1% weight/volume [72]. To model chemical injury, microvessels were perfused with 1 mM menadione (Sigma) for 90 min or 10 μM melittin with a free carboxy C-terminus (melittin-COO^−^) (Bio-Synthesis Inc) for 10 min. Simultaneously, microvessels were perfused with 10 kDa dextran with phase and fluorescence imaging conducted over 90 min.

### Statistical analysis

Statistical testing was performed using Prism ver. 8 (GraphPad). All experimental values are reported as mean ± standard deviation (SD). Statistical tests were chosen based on paired status and normality (Shapiro–Wilk test), where details are provided in figure captions. All replicates (i.e., individual microvessels or 2D measurements) encompass at least two independent iBMEC differentiations. Differences were considered statistically significant with the following thresholds: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

## Supplementary Information

**Additional file 1: Figure S1.** Characterization of iBMEC phenotype following differentiation in 1 mL or 2 mL of medium. **Figure S2.** TEER and permeability measurements of 2D iBMEC confluent monolayers. **Figure S3.** Media volume effect on phenotype of 2D iBMEC confluent monolayers. **Figure S4.** Details of bulk RNA sequencing and iPC characterization. **Figure S5.** Benchmarking iBMEC gene expression to brain microvessel, endothelial, and epithelial datasets. **Figure S6.** Abundance measurements of endothelial and epithelial transcripts across cell sources and model types. **Figure S7.** Images of angiogenic sprouts across models. **Figure S8.** Assessment of tight junction dynamics in confluent iBMEC monolayers. **Figure S9.** Time course of morphological metrics across cell types. **Figure S10.** Violin plots of metrics across cell types. **Figure S11.** Response of three-dimensional iBMEC microvessels to wound formation by laser ablation. **Figure S12.** Comparison of morphological metrics between homeostasis, ablation, and melittin exposure. **Figure S13.** Monolayer area dynamics during wound healing and melittin exposure. **Table S1.** Summary of bulk RNA transcriptomes used in this study. **Table S2.** Antibodies used in this study. **Note S1.** Validation of media volume effect on TEER. **Note S2.** Variability of iBMEC differentiation. **Note S3.** Mechanisms of media volume effect on iBMEC phenotype. **Note S4.** Calculation of permeability in 2D and 3D. iBMEC differentiation. Transwell barrier characterization. Oxygen and glucose recordings. Pericyte differentiation and characterization.

**Additional file 2. **Summary of bulk RNA-sequencing data.

**Additional file 3. **Summary of tight junction dynamics data.

**Additional file 4. **Movie showing monolayer dynamics in three-dimensional iBMEC microvessels.

**Additional file 5. **Movie showing response of three-dimensional iBMEC microvessels to physical injury.

## Data Availability

All data associated with this study are available in the main text or the Additional materials. RNA sequencing data are deposited in GEO under accession number GSE195519.

How the deposited data were processed for this re-analysis (not part of the article)

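Bulk RNA sequencing of 24 libraries was analysed: WTC iPSCs (3), WTC iBMEC monolayers grown in 1 mL (3) and in 2 mL of medium (3), WTC iBMEC microvessels (3), WTC iPCs (2), HDMECs (2), WTC iECs (2), BC1 iBMEC monolayers (2), BC1 iBMEC microvessels (2) and BC1 iBMEC microvessels with TNFα (2). The authors aligned paired-end reads to GRCh38 and counted them per gene with Rsubread, and deposited the table of raw counts with Entrez gene IDs that is used here. The text does not say which annotation was counted or whether pairs or single reads were counted. The authors also deposited FPKM values, per kilobase of gene and scaled to the library total, in a sheet and in comma-separated files, and FPKM was used only to check the files. The comma-separated files are byte for byte the same and hold FPKM, although 1 of them is named for raw counts. Gene lengths computed from counts and FPKM were the same in every library within 1% for all 18829 genes with enough counts. Log2 values and CPM were computed here from the deposited counts and come from no table of the authors. The authors' DESeq2 was v1.28.1, and their model formula is not in the text.

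Total counts per library ran from 31.3 to 59.2 M (M for mega, median 39.5 M), which is the depth used, beside the approximately 20 M paired reads that the paper states. Even numbers made up 66.7 to 74.2% of counts from 1 to 8 (median 70.0%), so halved counts were run as an alternative. XIST, TSIX and Y-linked genes (108) were left out of all tables, which left 28287 genes, and 27745 gene IDs were matched to GRCh38.p14 for coordinates. The spread between replicates exceeded counting noise in every group (lowest median chi-square 3.59, where counting noise alone gives 0.455).

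Genes were tested with edgeR version 4.0.16 (filterByExpr, TMM, robust glmQLFit and glmQLFTest) in R version 4.3.3, at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Standard errors are the size of the log2 fold change over the square root of F. Microvessels and monolayers of WTC (1 mL) and BC1 were fitted with a term for the line, the BC1 groups with and without TNFα as 3 groups, 1 mL and 2 mL as 2 groups, and cell types in a fit of all 24 libraries. Gene lists (31) were fixed before the deposited counts were examined, as were the comparisons, the tests and the alternatives not marked as chosen later. They cover endothelial, epithelial, tight junction, blood-brain barrier transport, NF-kB and TNF response, interferon response, retinoic acid, metallothionein, aryl hydrocarbon receptor and NRF2, cell cycle, hypoxia and glycolysis, integrin, extracellular matrix, TGF-beta and YAP, matrix protease, angiogenic, WNT, NOTCH, p53 and apoptosis, pericyte, fibroblast, pluripotency, neural, neural crest, blood and immune, muscle, squamous, immediate early, flow response, histone and mitochondrially encoded genes. Lists were tested with camera from limma version 3.58.1 at a preset correlation of 0.01, with a correlation estimated from the libraries and with fry, and adjusted over the 31 lists. The paper's called genes had been seen before the lists were set, and some lists hold genes that it names, such as IL32 and CYP1A1. Tests of those lists are not independent of the paper's results. Mean values per list used log2 CPM with a prior count of 2, and correlations used rlog from DESeq2 version 1.42.0 over genes with at least 10 counts, each compared by exact permutation of libraries within lines.

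Named genes are those the paper names for a comparison, up to 8 with the largest log2 fold change in each direction among called genes with at least 5 CPM and no overlap between groups within a line, and up to 4 members of each list with the smallest p (6 for cell types). The values in the paper's Additional file 2 had been seen before these rules were set. Alternatives were RLE factors, no filter on low counts, DESeq2, no term for the line, the 2 mL monolayers as reference, each line alone, all 24 libraries in the fit, only the groups compared, a replicate block, prior counts of 0.5 and 5, medians, other transforms and gene filters for correlations, and leaving out each library in turn. Added after the data were seen were halved counts, DESeq2 without the term for the line, DESeq2 with a replicate block, DESeq2 on the 4 microvessel libraries, leaving out mitochondrially encoded genes, list means over genes above 1 CPM, and tests of lists between the lines. The steps were tested on simulated data, in which 44 of 100 genes changed 2-fold and 73 of 100 changed 4-fold were called at the size of the TNFα comparison, and 27 and 65 at that of microvessels against iECs. The hallmark gene sets and the published datasets of other laboratories were not used here.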

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

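The test of genes between the lines was planned, whereas the tests of gene lists between the lines and all tests of explanations were chosen only after the results were seen. Among the 5 monolayer libraries of the 3D comparison, WTC monolayer replicate 3 stood apart with 50.9 M counts, where the others held 34.1 to 37.7 M. WTC monolayer replicate 1 stood apart with 17560 genes that had a count, where the others had 19418 to 20011. These 2 came from 14 tests of several measures in the monolayers and in the microvessels by Dixon's ratio, which by chance sets a library apart in about 1 in 20 groups.

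The effect of microvessels differed between WTC and BC1 for 55 genes at an adjusted p under 0.05 from edgeR for the difference itself. Examples chosen after their values were seen are EPHA7, with a difference of 4.15 (WTC minus BC1, log2, standard error 0.33) and means of 4.12 and 13.0 CPM in WTC monolayers and microvessels and 64.6 and 11.4 CPM in BC1, and CYP26A1, with 3.15. The count was 261 and 216 without WTC monolayer replicate 1 or 3, 13 and 10 without WTC microvessel replicate 2 or 3, 9 and 7 without BC1 monolayer replicate 1 or 2, and 11 without BC1 microvessel replicate 2. Of the 31 gene lists, 14 differed between the lines with camera, with mean differences (WTC minus BC1) of −0.89 for endothelial, −0.31 epithelial, −0.93 NF-kB, −1.07 interferon, 0.38 retinoic acid, 0.46 cell cycle, −0.52 hypoxia, 0.40 extracellular matrix, −0.45 matrix proteases, 0.52 WNT, 0.30 fibroblast, −1.04 blood and immune, −0.93 immediate early and −1.67 mitochondrially encoded genes. None of them differed with an estimated correlation (lowest adjusted p = 0.376) or with fry (lowest adjusted p = 0.129).

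The endothelial and NF-kB lists, averaged per library, were higher in microvessels of both lines and more so in BC1, by 0.45 in WTC and 1.15 in BC1 for endothelial and 0.60 and 1.51 for NF-kB genes. By the labels both WTC groups had 1 mL of medium and RNA taken on day 2, and both BC1 groups 2 mL and day 3. Volume and day therefore cannot be told apart from the line, although the paper's methods give day 2 for all. The 2 mL WTC monolayers as reference, which mix the volumes, only moved the NF-kB gap from 0.92 to 1.15 and the endothelial gap from 0.70 to 0.85. That 1 outlying library is the whole cause is argued against, since over the 10 fits that left out a library the lowest gaps were 0.80 for NF-kB and 0.50 for endothelial genes. The paper states RNA integrity numbers above 8.4 for all samples, but the mitochondrial share was 3.72 percentage points higher in BC1 microvessels than in BC1 monolayers, so that RNA quality or cell state cannot be told apart from the line, because in this design the share moves with the same libraries. A difference between the iPSC lines themselves stays open and was not tested.

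The paper's main text compares 1 mL and 2 mL of medium by a set of markers, its Additional file 1 was not used here, and outside these markers GASK1B passed the test, with −2.53 (log2, 1 mL relative to 2 mL). Its call was lost without 1 mL replicate 1 (0.278) or 2 (0.639) and without 2 mL replicate 1 (0.188), 2 (0.387) or 3 (0.109), by adjusted p from edgeR. At camera's preset correlation, lists of integrins (mean −0.35), extracellular matrix (−0.24), matrix proteases (−0.55), TGF-beta and YAP targets (−0.50) and WNT (−0.30) were lower with 1 mL, and none was with an estimated correlation (adjusted p of 0.428 to 0.884). The calls ended without 1 mL replicate 2 for all 5 (adjusted p from camera of 0.0511 for TGF-beta and YAP, 0.177 integrins, 0.106 matrix, 0.0706 proteases and 0.296 WNT), without 1 mL replicate 3 for matrix (0.788) and WNT (0.191), without 2 mL replicate 2 for WNT (0.0710), and without 2 mL replicate 3 for integrins (0.116) and proteases (0.365). The means also moved by over 1.5 times without 1 mL replicate 1 (−0.16 integrins, −0.47 matrix), without 1 mL replicate 3 (−0.53 integrins, −0.14 matrix), without 2 mL replicate 3 (−0.31 TGF-beta and YAP, −0.19 WNT, −0.18 proteases, −0.08 integrins) and with no filter (−0.88 proteases). Integrins and WNT also lost their calls with no filter (adjusted p = 0.133 and 0.0618 from camera) and with all 24 libraries (adjusted p = 0.100 and 0.105 from camera). The 10 ways to split these 6 libraries into 3 and 3 are too few for a share under 0.05. The real split called 1 gene and the highest other split called 56, at least as many in 2 splits, which points to a structure of these samples.

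At camera's preset correlation the TGF-beta and YAP list was lower with 1 mL than with 2 mL and higher in microvessels than in monolayers, and with an estimated correlation neither call was kept (adjusted p = 0.428 and 0.0971). That the same 1 mL monolayers enter both comparisons is argued against as the whole cause of the rise in microvessels, since in BC1 alone, with no WTC monolayers, the mean was 0.92. With the 2 mL monolayers as reference the mean was 0.53 and past the threshold of camera at that preset. This mean also holds the BC1 libraries, which the swap leaves unchanged. In WTC, the list averaged per library rose by 0.78 from the 1 mL and by 0.34 from the 2 mL monolayers, so the 1 mL monolayers may make part of the WTC rise. Whether 1 outlying library makes the lower value with 1 mL stays open, since without 1 mL replicate 2 the mean was −0.41, over 0.5 of its size with all libraries, while the list no longer passed with fewer libraries (adjusted p = 0.0511 from camera). Shear stress and curvature, which act in microvessels alone, stay open as explanations of the rise and were not tested.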

How the results depend on the processing

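Alternatives named as added were chosen after the data were seen, and the others were planned. Main counts and values that crossed a threshold or moved by over 1.5 times are given here, and single genes and lists only in part. Where no cause is named the cause was not tested.

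For genes higher and lower in microvessels, DESeq2 called 639 and 311 (463 and 123 by over 2-fold), and no term for the line gave 1 and 1 (1 and 1). WTC alone, with 6 libraries and a common coefficient of variation between libraries of 0.324 from edgeR, gave 11 and 1 (11 and 1). BC1 alone, with 4 libraries and 0.183, gave 1689 and 1112 (923 and 349). All 24 libraries gave 857 and 336 (464 and 94), and the 2 mL monolayers as reference 244 lower and 137 higher by over 2-fold. RLE factors, no filter and halved counts (added) kept these 4 counts within 1.5 times. For TNFα, the counts were 376 and 214 with no filter, 207 and 69 with DESeq2, 0 and 0 with all 24 libraries in edgeR, 0 and 0 with only the 4 microvessel libraries in edgeR, and 135 and 34 with DESeq2 on those 4 (added). For volume they were 4 and 23 with DESeq2 and 8 lower with all 24 libraries. Genes whose effect differed between the lines numbered 168 with no filter and 512 with DESeq2. For iPCs against iBMECs the fit of only the 2 groups called 3440 and 3798.

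Lists past the threshold of camera fell in number from 19 to 0 in microvessels, from 16 to 0 for TNFα and from 5 to 0 for volume with an estimated correlation, which by construction widens the test of a list whose genes vary together. With fry they were 0 for TNFα and 0 for volume, and for volume 3 with no filter and 3 with all 24 libraries. In microvessels fry ended 6 of the calls and added 2. It kept those of the endothelial, NF-kB, TGF-beta and YAP, and matrix protease lists (adjusted p = 0.0161, 0.0103, 0.00904 and 0.00311 from fry). The endothelial mean with the 2 mL reference was 0.65 (exact permutation p = 0.0500), and the changes in correlation were 0.583 to HDMECs (exact permutation p = 0.0500) and 0.483 to iECs (exact permutation p = 0.0833). Spearman's ρ of microvessels and monolayers was 0.988 with log2 CPM and 0.988 with the variance-stabilizing transform, that of TNFα and control 0.987 and 0.987, and that of iECs and HDMECs 0.931 and 0.931, or 0.957 with genes kept by filterByExpr and 0.978 with all genes that had a count.

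In the replicate block, samples of the same number in the groups compared were taken as pairs. Across genes, residuals of same-number samples correlated at 0.246, −0.0227 and 0.151 for WTC monolayers and microvessels, 0.0228 for BC1 and −0.0841 for TNFα. In these comparisons the numbers are not taken to pair the samples. For volume the correlations were 0.360, 0.0533 and 0.462. The legend of Fig. 2 calls the 5 monolayer and microvessel replicates paired, by WTC iPSC source and BC1 iBMECs, without tying the pairs to sample numbers, so pairs other than these were not tested. The text says that the 2 volumes were differentiated in parallel, likewise without numbers, and codes in the sample titles, whose meaning is not given, lie close for the same number in the 2 volumes and in BC1 but not in WTC monolayers and microvessels. Between the volumes every library correlated best with the one of its own number. For volume the numbers may therefore pair the samples, and the test without pairs may miss genes. Of the 3 WTC microvessel libraries, replicates 1 and 3 correlated best with the monolayer of their own number, and replicate 2 with monolayer replicate 3 (0.132). The replicate block called 277 and 72 in microvessels (675 and 292 with DESeq2, added, of which 466 and 110 by over 2-fold), 20 and 6 for TNFα, 22 and 53 for volume, 2960 and 3178 for iPCs and 351 for the difference between lines. In the replicate block the endothelial mean was 0.73 (exact permutation p = 0.125) and the changes in correlation 0.805 and 0.735 (exact permutation p = 0.0625 for each), where 5 pairs allow no p under 0.0625. Of gene lists, pluripotency in microvessels (0.05, adjusted p = 0.0372), and interferon response (−0.44, adjusted p = 0.0449) and metallothioneins (−0.94, adjusted p = 0.0336) for volume, newly passed camera in the replicate block.

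Leaving out 1 library in turn gave ranges of 82 to 468 genes higher and 11 to 244 lower in microvessels (82 to 358 and 10 to 104 by over 2-fold), 0 to 509 and 0 to 360 for TNFα, 0 to 1 and 0 to 1 for volume, 7 to 261 for the difference between lines, 3950 to 4990 and 3938 to 4493 for microvessels against iECs, 4505 to 5507 and 4788 to 5960 for iPCs, and 4466 to 5096 and 4379 to 5031 for iBMECs against iPSCs. The lists past the threshold ranged from 17 to 21 in microvessels, 11 to 20 for TNFα and 0 to 14 for volume. The endothelial mean ranged from 0.61 to 0.84, the epithelial from 0.01 to 0.11, the change in correlation from 0.716 to 0.881 for HDMECs and 0.636 to 0.808 for iECs, and ρ from 0.995 to 0.996 for microvessels and monolayers, 0.994 to 0.996 for TNFα and 0.967 to 0.969 for iECs and HDMECs. A sample left alone in its group by this is assumed to vary like the other groups.

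Of 1488 other results for gene lists over all settings, 1311 kept direction and side of the threshold, 118 no longer passed it, 53 newly passed it and 6 reversed. Those were cell cycle in WTC alone (0.0119), hypoxia in BC1 alone (0.33) and mitochondrially encoded genes in WTC alone (−0.0142) in microvessels, and after TNFα, when 1 library was left out, aryl hydrocarbon receptor and NRF2 targets (−0.24 to 0.27, reversed without control replicate 1), fibroblast genes (−0.31 to 0.70, reversed without control replicate 2) and mitochondrially encoded genes (−1.36 to 0.89, reversed without treated replicate 2). Of 12970 results for named genes, 11832 kept direction and side, 640 no longer passed, 498 newly passed and 0 reversed, and 25 had no adjusted p in DESeq2 and were not counted. Depth limits genes near the floor, such as CLDN5 and PECAM1 in iBMECs, more than the genes called, since total counts were above 31.3 M in every library.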

Differences from the paper's values

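Alternatives were set before the data were examined unless named as added, and the paper's model formula, which it does not state, was not matched. The paper counts 497 genes higher in microvessels, and 280 were called here. The count came within 1.5 times of the paper's with DESeq2 (639) and without WTC monolayer replicate 1 (435) or 3 (468), but not otherwise: 269 with RLE factors, 315 with no filter, 1 with no term for the line, 11 in WTC alone, 1689 in BC1 alone, 277 with a replicate block, 284 with the 2 mL monolayers, 857 with all 24 libraries and 82 to 253 without other libraries. For genes lower in microvessels, the paper has 228 and 73 were called here. DESeq2 (311), the 2 mL monolayers (244), all 24 libraries (336) and leaving out WTC monolayer replicate 1 (169) or 3 (244) closed that gap, unlike the rest: 68 with RLE factors, 97 with no filter, 1 with no term for the line, 1 in WTC alone, 1112 in BC1 alone, 72 with a replicate block, and 11 to 45 without other libraries. Higher by over 2-fold were 360 genes in the paper and 238 here. That gap closed with no filter (257), DESeq2 (463), all 24 libraries (464) and without WTC monolayer replicate 1 (260) or 3 (358), but not with RLE factors (228), no term for the line (1), the 2 mL monolayers (137), WTC alone (11), BC1 alone (923), a replicate block (230) or other libraries left out (82 to 232). DESeq2 with a replicate block, added and so chosen after seeing the values, closed these 3 gaps (675, 292 and 466), and called 366 of the 496 higher and 140 of the 228 lower genes in the paper's table and dropped the others. Halved counts, added and so chosen after seeing the values, moved the count of genes higher by over 2-fold only from 238 to 242, just within 1.5 times of the paper's. Of the genes in the paper's table, which has no such threshold on its fold, halved counts called 197 higher and 48 lower and dropped the others. Plain DESeq2 called 383 and 158 of them, edgeR 194 and 49, and DESeq2 without the term for the line (added) 192 and 61.

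With TNFα the paper counts 136 genes higher and 35 lower, where 17 and 6 were called here. Leaving out control replicate 1 closed both gaps (110 and 48). They stayed with RLE factors (18 and 6), no filter (376 and 214), DESeq2 (207 and 69), a replicate block (20 and 6), and all 24 or only the 4 microvessel libraries in edgeR (0 and 0 each, with 1705 at an unadjusted p under 0.05 in the fit of 6 libraries), and over the other libraries left out (0 to 509 higher and 0 to 360 lower). DESeq2 on the 4 microvessel libraries, added and so chosen after seeing the values, gave 135 and 34 and called 135 of the 136 higher and 34 of the 35 lower genes in the paper's table, so that it dropped 1 of each. All genes of that table had the paper's direction in edgeR.

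The paper gives Spearman correlations of 0.975 and 0.984 for microvessels and monolayers, and the value here was 0.996. A gap in ρ counts as closed where it is no wider than the SD of ρ between single libraries of the 2 groups. Log2 CPM (0.988) and the variance-stabilizing transform (0.988) closed the gap to the paper's 0.984 and not that to 0.975, and genes kept by filterByExpr (0.995), all genes with a count (0.997) and leaving out a library (0.995 to 0.996) closed neither. For TNFα and control the paper has 0.971 and the value here was 0.996, with 0.987 from log2 CPM, 0.987 from the variance-stabilizing transform, 0.996 and 0.997 with those gene sets and 0.994 to 0.996 with a library left out, none of which closed the gap.

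Of 29 named genes in the paper's table for microvessels, 4 had log2 fold changes that differ: ICAM1 (2.41 in the paper, 1.97 here), CYP1A1 (2.13 in the paper, 2.90 here), WNT7A (2.61 in the paper, 2.02 here) and IL23A (2.12 in the paper, 1.62 here). A gap counts as closed where it is no wider than the standard error of the value here with all libraries (0.37 for ICAM1, 0.57 CYP1A1, 0.49 WNT7A and 0.47 IL23A). With no term for the line the values here were 2.41 for ICAM1, 2.13 for CYP1A1, 2.60 for WNT7A and 2.13 for IL23A, which came to within 0.01 of the paper's. Gaps also closed without WTC monolayer replicate 1 (ICAM1 2.25, CYP1A1 2.48, IL23A 1.88), 2 (ICAM1 2.08, CYP1A1 2.61, WNT7A 2.14, IL23A 1.77) or 3 (WNT7A 2.32), and without WTC microvessel replicate 1 (IL23A 1.69), 2 (ICAM1 2.09, WNT7A 2.15, IL23A 1.87) or 3 (ICAM1 2.12, CYP1A1 2.67, WNT7A 2.32, IL23A 1.83). DESeq2 without the term for the line, added and so chosen after seeing the values, closed them too (2.43, 2.14, 2.62 and 2.14), and halved counts, added likewise, that of IL23A (1.67). For IL23A this and the fit without WTC microvessel replicate 1 moved the value little, and it lies only just within the standard error. None of the 4 closed with RLE factors, no filter, DESeq2, the 2 mL monolayers, either line alone, all 24 libraries, a replicate block or the other libraries left out.

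Of the 29 genes that the paper names as changed in microvessels, 16 were called here and all 29 had the paper's direction. Of the other 13, DESeq2 called IL20RB, WNT7A, TGFB1, IL23A, IL15RA, COL2A1, RARG, WNT2B and AFF3. DESeq2 with a replicate block (added) called these but WNT2B, and CXCL16 and COL26A1. BC1 alone called CX3CL1 as well as the genes of plain DESeq2 and CXCL16, and all 24 libraries called IL20RB, WNT7A, TGFB1, IL23A, IL15RA, RARG and CXCL16. Fewer were called with a replicate block (IL20RB, COL2A1), the 2 mL monolayers (IL15RA, COL2A1), no filter (WNT7A), halved counts (IL20RB, added), DESeq2 without the term for the line (IL20RB, WNT7A, IL23A, IL15RA, added) and without WTC monolayer replicate 1 (IL20RB, WNT2B) or 3 (IL20RB, WNT7A, TGFB1, RARG, CX3CL1) or WTC microvessel replicate 1 (COL2A1) or 3 (WNT7A), and ITGBL1 was called under no alternative. Of the 26 genes that the paper names as changed by TNFα, 5 were called here and all 26 had the paper's direction. No filter and DESeq2 on the 4 microvessel libraries (added) called all 26, DESeq2 all but CYP1A1, a fit without control replicate 2 all but CYP1A1 and TRPV6, one without control replicate 1 FGF9, TNFAIP3, CYP26B1, SLC48A1, SLC16A10, ITGA2 and PDGFB, a replicate block TNFAIP3, ITGA2 and PDGFB, one without BC1 monolayer replicate 1 or 2 TNFAIP3 and CYP26B1, and halved counts or mitochondrially encoded genes left out (both added) TNFAIP3. The paper counts CDH4 among the epithelial components of iBMECs, and it was lower in WTC microvessels (3.71 CPM) than in iECs (31.3 CPM), while EPCAM (393 and 1.59 CPM) was higher.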

Other observations

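The tests on other splits of the libraries and the tests on genes shared by TNFα and microvessels were chosen only after the results were seen, whereas the comparisons and gene lists were planned. WTC iBMEC monolayers differed from the iPSCs they came from in 5144 genes higher and 4981 lower at an adjusted p under 0.05 from edgeR, with all 24 libraries in the fit. Pluripotency genes fell (25 lower and 0 higher of 26, mean −5.97, adjusted p = 2.67e-14 from camera, 0.0176 with an estimated correlation), with POU5F1 going from 1071 ± 116 to 5.55 ± 0.968 CPM (SD, n = 3), a log2 fold change of −7.59 ± 0.47, and DNMT3B and TERF1 at −3.37 and −3.37. Genes of retinoic acid signalling rose (25 higher and 4 lower of 35, mean 4.79, adjusted p = 8.19e-11 from camera, 0.00636 with an estimated correlation), led by MEIS2 (9.86 ± 0.34) and RARB (7.80 ± 0.28). Epithelial genes rose too (34 higher and 2 lower of 48, mean 2.06, adjusted p = 2.16e-09 from camera, 0.0176 with an estimated correlation), among them KRT7 (7.85 ± 0.44), ELF3 (5.31), DSP (4.34) and CLDN4 (4.29). Neural genes fell (13 lower and 1 higher of 23, mean −2.32, adjusted p = 0.000750 from camera, 0.0176 with an estimated correlation). Endothelial genes went both ways (14 higher and 18 lower of 59, mean −0.22, adjusted p = 0.366 from camera, 0.825 with an estimated correlation), with ETS1 lower (−4.36), as did tight junction (11 higher and 9 lower of 32) and neural crest genes (9 higher and 7 lower of 19), of which TFAP2A rose by 11.49. The 10 splits of these 6 libraries into 3 and 3 are too few for a share under 0.05, with 7451 genes called in the real split, as 1 of the 10, and 0 genes called by edgeR in the highest other.

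Of gene lists not given at a claim above, or given there only in part, the following passed and had called genes higher and lower in microvessels against monolayers, with adjusted p from camera: metallothioneins (2 and 0 of 6, mean 1.38, adjusted p = 2.60e-05), blood and immune genes (2 and 0 of 21, mean 1.14, adjusted p = 5.54e-06), fibroblast genes (3 and 0 of 23, mean 0.51, adjusted p = 0.000170), squamous genes (2 and 0 of 20, mean 0.89, adjusted p = 0.000219), immediate early genes (2 and 0 of 31, mean 0.57, adjusted p = 5.54e-06), genes of the endothelial response to flow (4 and 0 of 22, mean 0.83, adjusted p = 1.47e-05), pericyte genes (2 and 0 of 27, mean 0.33, adjusted p = 0.00905), muscle genes (1 and 0 of 20, mean 0.74, adjusted p = 0.0174), mitochondrially encoded genes (0 and 0 of 13, mean 0.65, adjusted p = 2.39e-05) and histones (0 and 1 of 21, mean −0.69, adjusted p = 0.00209). With an estimated correlation none of them passed (adjusted p of 0.0971 to 0.329). Lists that did not pass were blood-brain barrier transport (4 and 0 of 45, mean 0.19, adjusted p = 0.209), retinoic acid (1 and 1 of 35, mean 0.02, adjusted p = 0.705), WNT (1 and 1 of 45, mean −0.03, adjusted p = 0.199), NOTCH (0 and 1 of 19, mean −0.12, adjusted p = 0.232), pluripotency (0 and 0 of 21, mean 0.01, adjusted p = 0.0615), neural (1 and 0 of 19, mean 0.09, adjusted p = 0.152) and neural crest (2 and 0 of 16, mean 0.04, adjusted p = 0.945). Metallothioneins did not pass in BC1 alone (0.80, adjusted p = 0.122), nor did fibroblast genes (0.36, adjusted p = 0.122) or histones (−0.11, adjusted p = 0.677), and histones did not without WTC monolayer replicate 1 (−0.44, adjusted p = 0.0966). Pericyte genes did not pass with no term for the line (0.29, adjusted p = 0.0664), the 2 mL monolayers (0.28, adjusted p = 0.0761), WTC alone (0.17, adjusted p = 0.0633) or without WTC monolayer replicate 3 (0.27, adjusted p = 0.112), and their mean was 0.14 without WTC microvessel replicate 1. Muscle genes did not pass under these 4 either (adjusted p = 0.0646, 0.302, 0.165 and 0.128), nor in BC1 alone (0.75, adjusted p = 0.0655) or without BC1 microvessel replicate 1 (0.74, adjusted p = 0.0541). Squamous genes did not pass with the 2 mL monolayers (0.40, adjusted p = 0.0891), and immediate early (0.25, adjusted p = 0.0593) and mitochondrially encoded genes (−0.01, adjusted p = 0.753) did not in WTC alone. In BC1 alone the means were 1.93 for blood and immune, 1.42 squamous, 1.12 immediate early and 1.68 mitochondrially encoded genes, and the mitochondrially encoded mean was 0.37 without BC1 monolayer replicate 2. Retinoic acid (−0.09, adjusted p = 0.0479) and WNT genes (−0.29, adjusted p = 0.0142, and −0.21, adjusted p = 0.00352 with the 2 mL monolayers) passed in BC1 alone. Pluripotency genes passed with halved counts (−0.33, adjusted p = 0.0195, added), and without WTC monolayer replicate 1 (−0.07, adjusted p = 0.0114) or 2 (−0.04, adjusted p = 0.0448), WTC microvessel replicate 1 (−0.06, adjusted p = 0.0471), BC1 monolayer replicate 1 (−0.20, adjusted p = 0.0108) or BC1 microvessel replicate 2 (−0.36, adjusted p = 0.00324).

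Genes called in each fit that left out 1 library and not given at a claim include the hair keratin KRT81 (3.38 ± 0.43, adjusted p = 0.00355), the muscle actin ACTA1 (2.74 ± 0.39, adjusted p = 0.00555) and LRP4 (−1.26 ± 0.21, adjusted p = 0.0118). The real grouping of the 10 libraries of the 3D comparison called 353 genes, and the highest of the other splits drawn called 17. Of the 50 splits used, out of 126 possible, only the real one called as many. The other splits put microvessels and monolayers into the same group, which widens the spread, so they do not exclude chance.

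After TNFα, gene lists not given at a claim above were higher for immediate early genes (0.45, adjusted p = 1.15e-10 from camera, 0.229 with an estimated correlation), interferon response (0.39, adjusted p = 2.98e-07 from camera, 0.229 with an estimated correlation), TGF-beta and YAP targets (0.26, adjusted p = 2.08e-07 from camera, 0.229 with an estimated correlation), matrix proteases (0.33, adjusted p = 5.26e-06 from camera, 0.258 with an estimated correlation) and the flow response (0.35, adjusted p = 0.000546 from camera, 0.229 with an estimated correlation), and lower for cell cycle genes (−0.36, adjusted p = 7.31e-19 from camera, 0.329 with an estimated correlation), of which 1 of 47 was positive. At the preset correlation alone, epithelial (0.13, adjusted p = 0.00234 from camera, 0.229 with an estimated correlation), squamous (0.38, adjusted p = 0.00908 from camera, 0.400 with an estimated correlation), fibroblast (0.15, adjusted p = 0.0456 from camera, 0.645 with an estimated correlation), pericyte (0.22, adjusted p = 0.0125 from camera, 0.229 with an estimated correlation), angiogenic (0.20, adjusted p = 0.0121 from camera, 0.229 with an estimated correlation) and p53 genes (0.17, adjusted p = 0.00120 from camera, 0.645 with an estimated correlation) were higher too. By adjusted p from camera, these calls ended with all 24 libraries in the fit for epithelial (0.0849), squamous (0.0524), fibroblast (0.118) and angiogenic genes (0.0524), and for fibroblast genes with RLE factors (0.0501) or without BC1 monolayer replicate 2 (0.0529). They ended without control replicate 1 for p53 (0.986), without control replicate 2 for epithelial (0.0539), squamous (0.0598), fibroblast (0.393), pericyte (0.233) and angiogenic genes (0.436), and without treated replicate 2 for the same 5 (0.106, 0.0747, 0.978, 0.161 and 0.233). Lists that passed only when a library was left out were, without control replicate 1, aryl hydrocarbon receptor and NRF2 targets (−0.24, adjusted p = 0.0231), extracellular matrix (0.21, adjusted p = 0.00783), WNT (0.66, adjusted p = 0.000100), pluripotency (−0.43, adjusted p = 0.00783) and neural crest (0.42, adjusted p = 0.00228), without control replicate 2 aryl hydrocarbon receptor and NRF2 targets (0.27, adjusted p = 0.00146), without treated replicate 1 extracellular matrix (0.13, adjusted p = 0.00404) and mitochondrially encoded genes (−1.36, adjusted p = 3.66e-22), and without treated replicate 2 pluripotency (−0.47, adjusted p = 0.00965) and mitochondrially encoded genes (0.89, adjusted p = 5.71e-10). Endothelial genes did not pass (0.05, adjusted p = 0.303 from camera, 0.773 with an estimated correlation), except without treated replicate 1 (0.20, adjusted p = 0.00766). Without control replicate 1 the means were 0.66 for interferon, 0.75 for flow response and −0.15 for cell cycle genes, and for matrix proteases they were 0.85 without control replicate 2 and 0.01 without treated replicate 2. The pericyte mean was 0.04 with no filter on low counts, 0.007 with all 24 libraries in the fit and 0.88 without control replicate 1.

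A hypothesis is that culture as microvessels and TNFα may act on shared genes, since 16 of the 17 genes higher after TNFα were also higher in microvessels than in monolayers, 6 of them called. The BC1 control microvessels enter both comparisons, where noise in them pushes the 2 comparisons in opposite directions, so the genes were tested in the WTC libraries, which share none with the TNFα comparison. There 13 of 17 were positive, with a mean log2 fold change of 0.72 (adjusted p = 0.0316 from camera with an estimated correlation between genes). The mitochondrial share of the TNFα libraries was unequal, and leaving out these genes, which gave 20 genes higher after TNFα, does not test RNA quality or cell state behind the share, so both stay open. Of the 6 genes lower after TNFα, 2 were negative in WTC and their mean was 1.08 (adjusted p = 0.0316 from camera, likewise), so a rise in WTC microvessels is not particular to the higher genes. The calls behind the set were lost without either treated library (0 and 0 higher genes in edgeR, 207 with DESeq2 on all 6), and were 110 and 509 without control replicate 1 or 2.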
